# Endometrial gene expression profiling in pregnant Meishan and Yorkshire pigs on day 12 of gestation

**DOI:** 10.1186/1471-2164-15-156

**Published:** 2014-02-24

**Authors:** Ting Gu, Meng-jin Zhu, Martine Schroyen, Long Qu, Dan Nettleton, Dan Kuhar, Joan K Lunney, Jason W Ross, Shu-hong Zhao, Christopher K Tuggle

**Keywords:** Pig, Prolificacy, Endometrium, Differentially expressed genes, Implantation

## Abstract

**Background:**

Litter size in pigs is a major factor affecting the profitability in the pig industry. The peri-implantation window in pigs is characterized by the coordinated interactions between the maternal uterine endometrium and the rapidly elongating conceptuses and represents a period of time during which a large percentage of the developing conceptuses are lost. However, the gene expression and regulatory networks in the endometrium contributing to the establishment of the maternal: placental interface remain poorly understood.

**Results:**

We characterized the endometrial gene expression profile during the peri-implantation stage of development by comparing two breeds that demonstrate very different reproductive efficiencies. We employed the porcine Affymetrix GeneChip® to assay the transcriptomic profiles of genes expressed in the uterine endometrium obtained from Meishan and Yorkshire gilts (n = 4 for each breed) on day 12 of gestation (M12 and Y12, respectively). Total of 17,076 probesets were identified as "present" in at least two arrays. A mixed model-based statistical analysis predicted a total of 2,656 (q < 0.1) transcripts as differentially expressed between Meishan and Yorkshire pigs. Eighteen differentially expressed transcripts of interest were validated by quantitative real-time PCR. Gene ontology (GO) annotation revealed that the known functions of the differentially expressed genes were involved in a series of important biological processes relevant to early pregnancy establishment in the pig.

**Conclusions:**

The results identified endometrial gene expression profiles of two breeds differing in litter size and identified candidate genes that are related to known physiological pathways related to reproductive prolificacy. These findings provide a deeper understanding of molecular pathways differing between two breeds at the critical peri-implantation stage of pregnancy, which can be utilized to better understand the events contributing to pregnancy establishment in the pig.

## Background

The pig (*Susscrofa*) has been used as model animal in many fields, including biological [1], agricultural, and biomedical studies [2-4]. Pig litter size, which can be impacted by multiple factors including ovulation rate, embryonic survival, uterine capacity and fetal survival, is one of the most important economic traits affecting production efficiency in the pig industry [5]. Improvements in litter size across the swine industry in recent decades has occurred through different selection schemes such as phenotypic selection, family index selection, BLUP-based selection, component trait selection, and hyperprolific selection [5,6]. However, despite current improvements, the low heritability of litter size has limited the genetic selection progress in substantially improving this trait [7]. Improvement of litter size is ideally suited for application of molecular breeding approaches such as marker-assisted selection (MAS) and whole-genome selection, where molecular markers associated with superior trait values may accelerate genetic improvement. In addition, numerous studies have attempted to detect candidate genes underlying the molecular mechanism of sow prolificacy. Although some candidate genes for sow prolificacy have been reported [8], true causal genes remain scant. A deeper understanding of the physiological and molecular mechanisms associated with reproductive efficiency is needed to further the biological underpinnings that contribute to controlling litter size in pigs.

It is now well established that prenatal mortality can be a major determinant of litter size in pigs [5,9,10]. When early conceptuses undergo rapid differentiation and expansion of their trophoblastic membranes during the first few weeks of gestation, abnormalities of embryogenesis that produce embryonic mortality can occur [5]. The extent and timing of embryonic and fetal losses during gestation has been well documented by previous studies, and it is estimated that about 25-45% of fertilized ova do not survive through gestation [9]. The majority of embryonic loss has been demonstrated to occur before day 20 of gestation, primarily around day 11–12 [10]. Early events in conceptus development, including rapid trophoblastic elongation and successful establishment of the fetal: maternal interface, play a key part in determining litter size. The conceptus itself undergoes a dramatic transcriptomic reorganization during trophoblastic elongation and during initial interactions with the uterine endometrium [11]. Additionally, the copious amounts of estrogen synthesized and released by the elongating conceptus serves as the maternal recognition of pregnancy signal around day 12 of gestation [12]. The timing of endometrial exposure to estrogen is critical as specific molecular cues associated with uterine receptivity occur simultaneously with conceptus estrogen synthesis and abnormal exposure to estrogen prior to day 12 results in compromised pregnancy establishment [13-15].

Studies have revealed that there are very different patterns of gene expression in uterine endometrium between successful and abortive embryo implantation, as well as between high and low litter size breeds [16,17]. It is now clear that the molecular events happening in the maternal endometrium during the early stages play a crucial role in determining the success of embryonic survival, and the early-stage endometrium provides an ideal window to investigate the molecular mechanisms that may be associated early conceptus loss and sow reproductive prolificacy. Many genes involved in angiogenesis and immune responses are expressed at the endometrium-fetal surface [18]. Interestingly, polymorphisms in genes expressed during embryonic implantation, such as in EphA4 and TGF-β, have been associated with litter size [19,20]. However, what is lacking is a systematic comparison investigating global gene expression patterns in the uterine endometrium during the peri-implantation stage of pregnancy between pig breeds with established differences in litter size.

Microarrays have been widely used to detect differentially expressed genes hypothesized to contribute to controlling litter size. Some interesting genes, such as steroidogenic acute regulatory protein and interleukin-1beta (IL1B), were found to be expressed in during early development using multiple global expression profiling approaches [21-24]. Differentially expressed genes have been detected in endometrium between pregnant and non-pregnant sows [25] and between endometrium of normal and developmentally delayed fetuses [26]. Furthermore, genes involved in several important pathways regulating fetal development have been identified comparing gestational day 75 and 90 placentae from Erhualian and Large White pig breeds [27].

Differences in reproductive efficiency exist between different pig breeds. The prolific Meishan pigs have higher embryo survival rates during early gestation,which may be due to the fact that the Meishan conceptus exhibits a reduced trophectoderm mitotic rate during the preimplantation period, elongates from fewer cells and remains smaller throughout gestation compared with other low litter size breeds [28]. To further the comparison between Meishan and domestic swine females, reciprocal embryo transfers were performed and revealed that litter size is controlled primarily by the recipient females rather than the sire or embryos [29-31]. These data suggest that developing a more comprehensive understanding of the maternal uterine microenvironment influencing embryonic survival and implantation during the establishment of pregnancy could be of significance towards understanding maternal mechanisms contributing to successful pregnancy establishment.

In the present investigation we conducted a genome-wide screen to characterize gene expression of endometrial tissue on day 12 of gestation, during maternal recognition of pregnancy. We used the Affymetrix GeneChip® to analyze endometrial gene expression in Meishan and Yorkshire, which have phylogenetically distinct genomes and also have striking prolificacy differences with respect to litter size. We analyzed these endometrial transcriptomic data through a comparative annotation approach to gain a deeper molecular insight into genes controlling the prolific nature of pigs. A number of genes and transcripts were detected to be differentially expressed in endometrial tissue between breeds. The data and our analysis in this investigation contribute toward a deeper understanding of the molecular events associated with reproductive success during early pregnancy establishment by comparing the molecular events between two separate breeds with different levels of prolificacy.

## Results

### Transcriptome analysis in early pregnancy endometrium

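Endometrium of 8 pregnant gilts collected on day 12 of gestation, 4 Meishan and 4 Yorkshire, was profiled on one-colour Affymetrix Porcine Genome arrays with 1 array per gilt. Each array carries 24123 probesets, and a probeset is a group of short probes designed against porcine transcript sequence. The authors converted the scanner images to linear signals with GCOS 1.2, the Affymetrix expression software, and the deposited intensities were these signals. The mean signal after trimming 2% of the probesets at each end was 500.1 on every array, so the authors' values had already been scaled to a common level. The median signal of the non-control probesets ranged from 168 to 195 in Meishan and from 171 to 187 in Yorkshire arrays. For each breed comparison the signals were put on the log2 scale, each array was centred on its median over the 23999 probesets left after removing 124 control probesets, and Meishan was compared with Yorkshire by limma with Benjamini-Hochberg adjustment, calling a probeset at an adjusted p under 0.1. Mean signals are geometric means of the centred signals of 4 gilts, and a log2 difference is given with its standard error (SE). Genes were named from the annotation of the array, which gave 1 symbol to 10069 probesets, several to 198 and none to 13732. Table S1, of which 2502 of the 2656 probesets called by the study were used, named a further 1106. The gilts of a breed were separate animals, and the number of arrays limits the precision of every value.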

The Affymetrix Porcine GeneChip® was used for transcriptomic analyses of endometrium from Yorkshire and Meishan pigs early in pregnancy with four biological replicates for each pig breed. To compare similar stages of endometrial development during gestation, we collected tissue from pregnant Meishan and Yorkshire gilts bred at their second estrous cycle to boars of the same breed. At the time of endometrial tissue collection, we determined the morphological stage conceptuses present with the uteri. We only processed endometrial tissue for this comparison when all embryos were at the filamentous stage. If the signal of a transcript from at least two of the four biological replicates were called “present” by the Affymetrix algorithm, we considered this transcript expressed in the endometrium. 

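The mean signal of COL3A1, a fibrillar collagen chain of connective tissue, was 40290 in Meishan and 26300 in Yorkshire at the brighter of its 2 probesets. It was 786 in Meishan and 1362 in Yorkshire at the other, so the 2 lay on opposite sides. That of SPARC, a matrix glycoprotein, was 29440 in Meishan and 19980 in Yorkshire at the brighter of its probesets. The dimmer SPARC probeset, at 70.0 in Meishan and 82.0 in Yorkshire, lay toward Yorkshire by 0.23 on the log2 scale (SE 0.65). Neither brighter probeset was called, with log2 differences of 0.62 for COL3A1 and 0.56 for SPARC (limma adjusted p = 0.1695 and 0.1794). The brightest genes in the annotation of the array all lay toward Meishan, from 0.37 for RPS27A to 0.68 for ACTB. The differences of COL3A1 and SPARC may thus be part of a shift of the brightest probesets. SLC25A25, a mitochondrial carrier, reached a signal of 64 in 3 of 4 Meishan gilts and in 0 of 4 Yorkshire gilts, and CCL21, a chemokine of lymphatic vessels, reached it in 1 of 4 Meishan gilts and in 4 of 4 Yorkshire gilts. Of 23999 probesets, 18092 had a centred signal of at least 64 in at least 2 of the 4 Meishan gilts and 17317 in at least 2 of the 4 Yorkshire gilts. Both breeds reached the level for 16765 probesets, Meishan alone for 1327 and Yorkshire alone for 552. The difference between the breeds in these counts was not tested. Dim probesets as a whole leaned toward Meishan. Among 10 groups of probesets by signal, the median log2 difference was 0.46 toward Meishan in the dimmest. It was 0.12 in the group near the level of 64 (mean log2 signal 6.38). After quantile normalization these medians were 0.10 and -0.02 (Meishan minus Yorkshire), so the counts may depend on how the arrays are scaled. They were not recounted after that normalization. A signal level stood in for the detection calls, which were not used here, and single arrays reached it for 16932 to 17840 probesets in Meishan and for 16653 to 16981 in Yorkshire.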

Using this criterion, 14,951 transcripts were identified in Meishan day 12 (M12) endometrium, and 14,558 transcripts were detected in Yorkshire day 12 (Y12) endometrium.

### Identification of differentially expressed genes

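The transcripts that separated the breeds with the lowest p were ABCA1, a transporter that moves cholesterol out of cells, and PCDH11X, a cell adhesion protein of the protocadherin family. ABCA1 had a mean signal of 292 in Meishan and 5140 in Yorkshire, a 17.6-fold greater abundance in Yorkshire (log2 difference 4.14, SE 0.25, n = 4 gilts per breed, limma adjusted p = 0.00173). PCDH11X, more abundant in Meishan, had a mean signal of 148 in Meishan and 3.70 in Yorkshire, where the Yorkshire signal is near background (log2 difference 5.32, SE 0.29, with the same limma adjusted p), and its log2 difference was 2.21 with signals below 32 set to 32. Table S1 gives this probeset another name, LOC100508338, and values of the 2 other PCDH11X probesets are not given here. In all, 218 of 23999 probesets passed an adjusted p under 0.1 in limma, 97 with greater abundance in Meishan and 121 in Yorkshire. All 218 differed by at least 1.5-fold, and 209 by at least 2-fold, 92 of these with greater abundance in Meishan and 117 in Yorkshire. In each of the 218 the 4 gilts of one breed lay above the 4 of the other, as 2423 probesets did (10.1% of all tested, where chance gives 2.86%). An unadjusted p under 0.05 was reached by 3540 probesets. The count was 632 with Storey q-values, 642 among the 17076 brightest probesets, 863 with signals below 32 set to 32, 626 with an intensity trend in limma and 497 with array weights, but 60 at an adjusted p under 0.05 and 0 with the replicate number as a block in limma, where 3327 reached an unadjusted p under 0.05. Without 1 gilt it ranged from 72 (without Meishan gilt 4) to 205 (without Meishan gilt 1), and it was 108 and 89 without Meishan gilts 2 and 3, and 111, 106 and 92 without Yorkshire gilts 1, 2 and 3.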

Following statistical analysis, we identified 2656 (q < 0.1) transcripts that were differentially expressed between M12 and Y12 (Table 1). Among these transcripts, 2264 were annotated as known genes; thus about 15% of the transcripts were unable to be annotated. 

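Called genes with a mean signal of at least 64 in both breeds included SRGAP2 and SLC12A8, a membrane transporter, with greater abundance in Meishan by 9.62-fold for SRGAP2 and 6.92-fold for SLC12A8. With greater abundance in Yorkshire they included, beside ABCA1 and the aromatase CYP19A1, TREX1, a DNA exonuclease (9.65-fold), GPATCH3 (9.64-fold), HNRNPH2, an RNA-binding protein (9.22-fold), and ZMAT3 (9.15-fold). SRGAP2 had a mean signal of 2792 in Meishan and 290.4 in Yorkshire (log2 difference 3.27, SE 0.32, n = 4 gilts per breed, limma adjusted p = 0.0139). The other called genes named here had a mean signal below 64, near background, in the breed with less of them, so no fold is given. With greater abundance in Meishan they were GRIK2, a glutamate receptor subunit (467 in Meishan and 47.0 in Yorkshire), SNX9, a sorting nexin of endocytosis (296 in Meishan and 36.9 in Yorkshire), NUDCD2 (122 in Meishan and 11.8 in Yorkshire), CPS1, the first enzyme of the urea cycle, AKAP8L, a nuclear anchoring protein (83.2 in Meishan and 16.3 in Yorkshire), and the cytochrome P450 enzymes CYP2C49 (122 in Meishan and 10.3 in Yorkshire) and CYP2C32 (64.2 in Meishan and 4.85 in Yorkshire). With greater abundance in Yorkshire they were FARP1, an exchange factor of small GTPases (25.0 in Meishan and 2195 in Yorkshire, limma adjusted p = 0.0176), O3FAR1, a receptor for long-chain fatty acids (14.3 in Meishan and 530 in Yorkshire), SF1, a splicing factor (40.2 in Meishan and 1313 in Yorkshire), and MYH10, a nonmuscle myosin (8.04 in Meishan and 86.1 in Yorkshire). For the remaining genes first named here, other than CYP19A1, limma adjusted p-values lay between 0.00790 for GPATCH3, HNRNPH2 and SLC12A8 and 0.0920 for CYP2C32. Some other probesets of these genes had smaller or opposite log2 differences and were not called, with 0.36 toward Meishan for TREX1, 0.08 and 0.31 toward Meishan for GPATCH3, 0.34 toward Yorkshire for HNRNPH2, 0.13 toward Meishan for NUDCD2, 0.18 and 0.67 toward Yorkshire for AKAP8L, and toward Yorkshire 0.77 for FARP1 and 0.67 for MYH10. Values are not given here for 2 other probesets of SF1, 1 other of CYP2C32 and the rest of the 4 others of MYH10. Of the 218 called probesets, 59 had a symbol in the annotation of the array, 108 only in Table S1 and 51 none. Table S1 names the probesets of CYP2C49 and CYP2C32 both CYP2C18, so their calls may not be of separate genes. When 1 gilt was left out, the calls of CYP2C32, CYP2C49, GRIK2, SNX9, O3FAR1 and SF1 were lost for at least 6 of the 8 gilts (limma adjusted p up to 0.183 for CYP2C32 without Meishan gilt 4), that of AKAP8L without Meishan gilt 3 or 4 or Yorkshire gilt 3 (up to 0.119) and that of MYH10 without Meishan gilt 4 (0.107). A floor of 32 on the signals ended the limma calls of MYH10 (log2 difference 3.42 before and 1.43 after, adjusted p = 0.211), CYP2C49 (3.56 and 1.93, 0.105) and CYP2C32 (3.73 and 1.00, 0.244), the call of CYP2C32 was also lost with no further scaling (0.101) and cyclic loess normalization (0.103), and the unmoderated linear model ended those of CYP2C32, CYP2C49, GRIK2, SNX9, O3FAR1 and SF1 (between 0.119 for SNX9 and 0.140 for CYP2C32).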

Among the differentially expressed genes, 1180 were significantly more abundant in M12 endometrium, while 1084 genes were more abundant in Y12.

**Table 1:** Number of differentially expressed annotated genes between Yorkshire and Meishan endometrium on day 12 of gestation

^**1**^**Comparison**	^**2**^**Fold difference greater than2**	^**3**^**Fold difference greater than 1.5**	^**4**^**Difference based on q value < 0.1**
Meishan > Yorkshire	463 (590)	799 (976)	1180 (1372)
Yorkshire > Meishan	364 (441)	736(884)	1084 (1284)
All	827(1031)	1535 (1860)	2264 (2656)

^1^Transcript abundance differences. Meishan > Yorkshire indicates the comparison identifying transcripts that are more abundantly expressed in Meishan endometrium compared to Yorkshire endometrium on day 12 of pregnancy. Yorkshire > Meishan indicates the comparison identifying transcripts that are more abundantly expressed in Yorkshire endometrium compared to Meishan endometrium on day 12 of pregnancy.

^2^Number of differentially expressed annotated genes with 2-fold or greater difference between breeds. Number in parenthesis indicates total number of differentially expressed transcripts.

^3^Number of differentially expressed annotated genes with 1.5-fold or greater difference between breeds. Number in parenthesis indicates total number of differentially expressed transcripts.

^4^Total number of differentially expressed annotated genes based on a q-value of less than 0.1. Number in parenthesis indicates total number of differentially expressed transcripts.

### Cluster analysis and GO annotations

To gain insight into similarities between the transcriptome of the two breeds, data from all the differentially expressed genes in the endometrium were used in a systematic cluster analysis (Figure 1). Although there is substantial variation in expression within the replicates of one breed, the heat map suggests clearly that the selected differential gene set associates the biological samples correctly into two groups each representing one breed. 

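Over all 23999 probesets, none of them chosen for differing between the breeds, endometrium of gilts of one breed was more alike than endometrium of different breeds. The Pearson correlation of log2 signals averaged 0.909 over the 6 pairs of Meishan gilts, 0.925 over the 6 pairs of Yorkshire gilts and 0.902 over the 16 pairs of a Meishan and a Yorkshire gilt. The ranges overlapped, with 0.899 to 0.916 within Meishan and 0.892 to 0.916 between breeds. The mean within breeds exceeded the mean between breeds by 0.0147 (exact permutation test over the 35 splits of the gilts into 4 and 4, one-sided, p = 0.0286, the smallest that these splits allow). The first branch of an average-linkage tree on these correlations parted the 4 Meishan from the 4 Yorkshire gilts, which it did not do among the 17076 brightest probesets. Correlations were computed across genes, which are not independent replicates. The hybridization spike-in probesets, which measure no pig transcript, also differed between the breeds without overlap (log2 difference 0.99 toward Meishan), and the labels give no hybridization batch, so handling of the arrays is not excluded as a part of this separation.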

The quality of this association enabled further analysis to identify potential pathways and functions impacted in endometrium using the genes detected at statistically different abundance between these two breeds.

**Figure 1:**
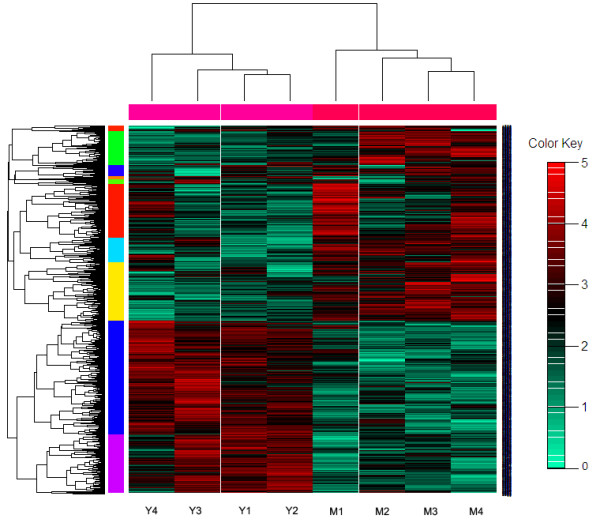
**Hierarchical heat map of differential gene expression as determined by Affymetrix GeneChip® in endometrium of day 12 pregnant Meishan and Yorkshire gilts.** A hierarchical cluster heat map showing the log2 transformed expression values for Affymetrix expression array following hybridization of mRNA prepared from endometrium of Meishan on pregnant day 12 and Yorkshire on pregnant day 12. The individual differentially expressed genes relative expression across the quadruplicates of two breeds is shown horizontally. Green shows lower expression and Red shows higher expression. The genes included are those with q value less than 0.1.

The Database for Annotation, Visualization and Integrated Discovery (DAVID 6.7) was utilized to annotate biological terms and processes preferentially represented in Meishan and Yorkshire endometrium during the peri-implantation stage of development. We used the gene lists of q < 0.1 for DAVID annotation, and tested using the Annotation Chart function in DAVID separately for enrichment of genes with greater abundance in Yorkshire endometrium compared to Meishan endometrium, as well as those with greater abundance in Meishan endometrium compared to Yorkshire endometrium. Terms enriched utilizing these gene lists are provided as Additional file 1: Table S1 and Additional file 2: Table S2.

The five most significant terms in each of the most enriched in the annotation clusters expressed at a higher level in Yorkshire tissue were membrane-enclosed lumen, RNA-splicing, RNA binding, nucleus, and blood vessel development (Table 2). The functions of these enriched genes are closely associated with the nucleus, transcriptional and RNA processing functions in cells. 

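Of 87 measured genes of RNA splicing, 43 lay toward Meishan and 44 toward Yorkshire. An unadjusted p under 0.05 was reached by 8 toward Yorkshire and 1 toward Meishan, and only SF1, which recognises the branch point of introns, was called, with a log2 difference of 5.03 toward Yorkshire (SE 0.83, limma adjusted p = 0.0624). The next by p were LSM3, SRRM2 and SF3B5, components of the spliceosome. Their log2 differences toward Yorkshire were 1.10 for LSM3, 0.87 for SRRM2 and 0.74 for SF3B5 (limma adjusted p = 0.180, 0.185 and 0.185, n = 4 gilts per breed). The set test gave no call for the list (mean log2 difference -0.08, camera in limma, adjusted p = 0.767), and adjusted over the list alone SF1 again was the only gene to pass. The SF1 call was lost without any 1 of the 4 Yorkshire gilts or of Meishan gilts 3 and 4 (limma adjusted p between 0.104 and 0.151).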

Other functions represented in additional significantly enriched clusters in this list of differentially expressed (DE) genes include apoptosis, cell-cell tight junction, and other functions (Additional file 2: Table S2A). It may be that the Yorkshire endometrium is more transcriptionally responsive to during maternal: fetal crosstalk following exposure to the maternal recognition of pregnancy signals. It is also interesting that genes associated with angiogenesis appear to be more prominently expressed in Yorkshire endometrium. These genes include transcription factors, such as JUN, Foxo1, and angiogenesis genes, such as VEGFC, KDR.

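Apoptosis genes and tight junction genes each held members on both sides. CASP2, an initiator caspase, and BID, which links death receptors to the mitochondrion, had log2 differences toward Yorkshire of 0.56 and 0.45 (limma adjusted p = 0.281 and 0.283), and FASLG, a death ligand of lymphocytes, had one of 2.20 toward Meishan (0.377) at mean signals of 20.4 in Meishan and 4.43 in Yorkshire. Of 23 measured apoptosis genes, 9 lay toward Meishan and 14 toward Yorkshire. None was called by limma, over all probesets or adjusted over the list alone, 2 reached an unadjusted p under 0.05, and the set test gave an adjusted p of 0.814 (camera in limma), where the median log2 difference (-0.09) and the mean (0.09) differed in sign. Of 19 tight junction genes, 9 lay toward Meishan and 10 toward Yorkshire (camera in limma, adjusted p = 0.767). AMOTL1, a scaffold protein of the junction, had a log2 difference of 0.96 toward Meishan (SE 0.20, limma adjusted p = 0.105) at a probeset that Table S1 names CHD4, a chromatin remodelling protein. It was called in 9 alternatives (limma adjusted p from 0.0456 with a floor of 32 to 0.0981 in the unmoderated linear model). Adjusted over the list alone, AMOTL1 in Meishan and CLDN5 in Yorkshire passed.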

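JUN, a component of the AP-1 transcription factor, had a mean signal of 1804 in Meishan and 4809 in Yorkshire, FOXO1, a forkhead transcription factor, 1139 in Meishan and 2757 in Yorkshire, and KDR, the main receptor for vascular endothelial growth factor, 1253 in Meishan and 1756 in Yorkshire. The log2 differences toward Yorkshire were 1.41 (SE 0.35), 1.28 (SE 0.38) and 0.49 (SE 0.20), with limma adjusted p-values of 0.145, 0.196 and 0.315 (n = 4 gilts per breed), so none of the 3 was called. Without Yorkshire gilt 4 FOXO1 was (1.63, limma adjusted p = 0.0945). The gilts of the breeds did not overlap for KDR and overlapped for JUN and FOXO1. The KDR probeset was named by Table S1 alone. Probesets that the annotation of the array names KDR had 0.09 (SE 0.33) and 0.01 (SE 0.98) toward Yorkshire, the latter at signals near background (limma adjusted p = 0.927 and 0.998). VEGFC was not analysed here. Of 41 angiogenesis factors and receptors, 29 lay toward Yorkshire and 12 toward Meishan, none was called over all probesets or adjusted over the list alone, and 6 reached an unadjusted p under 0.05, all toward Yorkshire. They included HEY2, a target of Notch in arteries, with a log2 difference of 0.59, QKI, an RNA-binding protein needed in vessel formation, with 0.57, FN1, fibronectin, with 0.96, and ADM, the vasodilator adrenomedullin, with 0.80. The set test gave an adjusted p of 0.100 (camera in limma, median log2 difference -0.21). It fell to 0.0235 without Meishan gilt 2 and to 0.0363 without Yorkshire gilt 4, and was 0.948 with an estimated correlation.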

**Table 2:** Most significant gene ontology terms for each of the five most enriched clusters in the gene list representing genes more abundant in Yorkshire endometrium in comparison to Meishan endometrium

**Category**	**Term**^**a**^	**P value**	**Number of associated genes**	**FDR**
GOTERM_CC_FAT	membrane-enclosed lumen	8.83E-10	157	1.28E-6
GOTERM_BP_FAT	RNA splicing	2.86E-6	36	5.15E-3
SP_PIR_KEYWORDS	rna-binding	4.57E-6	53	6.67E-3
SP_PIR_KEYWORDS	nucleus	8.68E-8	283	1.26E-4
GOTERM_BP_FAT	blood vessel development	5.98E-4	27	1.07

^a^DAVID Annotation chart analysis was used to identify the most highly enriched group of related terms (with high enrichment score and small FDR) in the Yorkshire > Meishan list of differentially expressed genes. See entire results in Additional file 2: Table S2A.

Alternatively, the five most significant gene ontology terms enriched in the genes expressed more abundantly in Meishan endometrium were translational elongation, ribosome biogenesis, protein folding, CHORD-containing proteins and SGT1(CS) domain, and intracellular organelle lumen (Table 3). 

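Chaperones and other protein folding genes lay mostly toward Meishan. Of 58 measured, 45 were on the Meishan side and 13 on the Yorkshire side (median log2 difference 0.19), with an adjusted p of 0.0524 in the set test (camera in limma). The mean log2 signal of the list overlapped between the breeds. It was 11.20, 10.50, 10.58 and 10.89 in Meishan gilts 1 to 4 and 10.53, 10.45, 10.57 and 10.93 in Yorkshire gilts 1 to 4. PDIA3, a disulfide isomerase of the endoplasmic reticulum, had a log2 difference of 0.71 toward Meishan (SE 0.22, limma adjusted p = 0.209), while DNAJB1 and BAG3, partners of HSP70, had 0.79 and 0.47 toward Yorkshire (0.316 and 0.274). Of 44 ribosome biogenesis genes, 27 lay toward Meishan and 17 toward Yorkshire (camera in limma, adjusted p = 0.814). NOP2, a methyltransferase of ribosomal RNA, had a log2 difference of 1.32 toward Meishan (SE 0.30, limma adjusted p = 0.129, called without Yorkshire gilt 4, 1.58 and adjusted p = 0.0774), and KRR1 and DDX21, which act in rRNA processing, had 0.71 and 0.74 toward Yorkshire. Of 31 translation factors, 21 lay toward Meishan and 10 toward Yorkshire (median log2 difference 0.17, camera in limma, adjusted p = 0.192). No gene of the 3 lists was called by limma over all probesets or adjusted over the list alone, and an unadjusted p under 0.05 was reached, toward Meishan and toward Yorkshire in this order, by 1 and 3 protein folding genes, 1 and 2 ribosome biogenesis genes and 2 and 1 translation factors. The protein folding list passed in the set test (camera in limma) in 10 alternatives, with adjusted p from 0.0133 with quantile normalization to 0.0498 with a floor of 32. When single gilts were left out it passed without Yorkshire gilt 4 (0.00128) or Meishan gilt 2 (0.00292) or 3 (0.00850). Without Meishan gilt 1 its adjusted p was 0.379, the highest without 1 gilt (camera in limma), and with an estimated correlation 0.948.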

In Meishan endometrium, enriched functions seem to focus on post-transcriptional processes, especially protein synthesis and maturation (Additional file 2: Table S2b). Genes such as ribosome proteins (RPL10, RPL11, RPL12, RPL14, RPL17, RPL18, RPL 35A, RPL36A, RPS2, RPS3, MRPS36) and translation elongation factors (EEF1A1, EEF1A2, EEF1G, EEF2) are more highly expressed in Meishan endometrium.

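Transcripts of cytosolic ribosomal proteins lay toward Meishan as a group. Of 60 measured genes, 54 were on the Meishan side (median log2 difference 0.30, camera in limma, adjusted p = 2.93e-10), but none was called, over all probesets or adjusted over the list alone, and 19 toward Meishan and 1 toward Yorkshire reached an unadjusted p under 0.05. The list's adjusted p was 0.948 with an estimated correlation.
The 11 ribosomal protein genes that the paper names had log2 differences toward Meishan at the probeset used for each, from 0.22 for RPS2 to 1.69 for RPL35A, none of them called. That of RPL35A had 288 in Meishan and 88.9 in Yorkshire, and a brighter RPL35A probeset (23330 in Meishan and 18190 in Yorkshire) had 0.36. The study chose them on these arrays, so their direction is not independent evidence.
RPL10, RPL11 and RPL17, proteins of the large subunit, had log2 differences of 0.44 (SE 0.16), 0.34 (SE 0.16) and 0.48 (SE 0.15), at limma adjusted p-values of 0.265, 0.369 and 0.217, and each of these 3, and RPS2, lay on the Yorkshire side after quantile normalization. Of 2 dimmer RPL17 probesets, one lay toward Meishan by 0.71 and one toward Yorkshire by 0.45. RPL14, RPL36A and MRPS36 had 0.57, 1.08, called without Meishan gilt 1 (1.36, limma adjusted p = 0.0661), and 1.12, a brighter RPL36A probeset had 0.26 toward Meishan, and RPL37 had 0.64 toward Yorkshire at 1 probeset (limma adjusted p = 0.185) but lay toward Meishan at 4 others, by 0.53 at the brightest and 1.54 at one that was called (limma adjusted p = 0.0776).
EEF1A1, which brings tRNAs to the ribosome, was more abundant in Meishan by 2.61-fold at 1 of the 2 probesets that Table S1 names EEF1A1 (log2 difference 1.38, SE 0.22, n = 4 gilts per breed, limma adjusted p = 0.0608), with a mean signal of 3611 in Meishan and 1385 in Yorkshire, a call lost without any 1 gilt other than Meishan gilt 1 (up to 0.152 without Meishan gilt 4). The brighter of the 2 had a mean signal of 43990 in Meishan and 28150 in Yorkshire (log2 difference 0.64 toward Meishan, SE 0.17, limma adjusted p = 0.170) and was not called. Probesets that the annotation of the array names EEF1A1 had 0.40 (SE 0.23) and 0.26 (SE 0.27) toward Meishan and 0.01 (SE 0.18) toward Yorkshire, none called. EEF1A2, EEF1G and EEF2 had log2 differences of 0.70, 0.30 and 0.21 toward Meishan, that of EEF2 being -0.05 after quantile normalization.
After quantile normalization 27 of the 60 genes lay on the Meishan side (median -0.01, camera in limma, adjusted p = 0.826), while after cyclic loess normalization the list still passed (median 0.16, camera in limma, adjusted p = 0.0196). The genes of the list averaged 13.6 in log2 signal, and non-ribosomal genes of the same brightness had a median log2 difference of 0.27, while the 27 hybridization spike-in probesets, which measure no pig transcript, were 1.99-fold brighter on the Meishan arrays (exact permutation test, two-sided, p = 0.0286).
From the terms enriched among transcripts with greater abundance in Meishan, such as translational elongation, the paper proposes that functions in Meishan endometrium focus on protein synthesis and maturation.

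**Figure D1:**
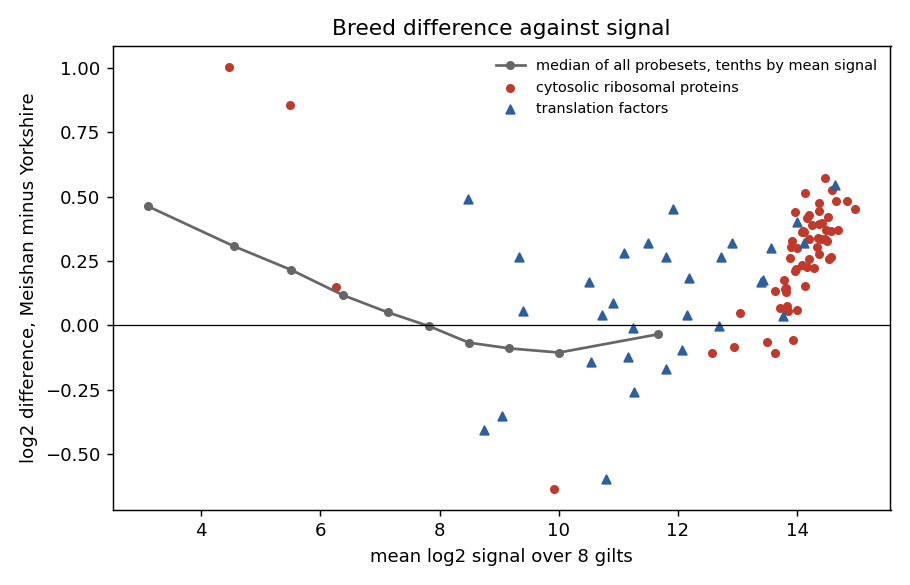
Breed difference (log2, Meishan minus Yorkshire) of 60 cytosolic ribosomal protein genes (red circles) and 31 translation factors (triangles) against their mean log2 signal over 8 gilts, with the medians of 10 groups of probesets by signal (line). Most ribosomal genes lie above 0 at the right end of the signal range, and 27 of the 60 do so after quantile normalization.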

**Table 3:** Most significant gene ontology terms for each of the five most enriched clusters in the gene list representing genes more abundant in Meishan endometrium in comparison to Yorkshire endometrium

**Category**	**Term**^**a**^	**P value**	**Number of associated genes**	**FDR**
GOTERM_BP_FAT	Translational elongation	2.15E-49	62	3.86E-46
GOTERM_BP_FAT	ribosome biogenesis	5.68E-07	24	1.02E-03
GOTERM_BP_FAT	protein folding	1.48E-06	29	2.67E-03
INTERPRO	IPR017447:CS	1.63E-04	7	2.72E-01
GOTERM_CC_FAT	Intracellular organellelumen	4.76E-05	146	6.88E-02

^a^DAVID Annotation Chart analysis was used to find the most highly enriched group of related terms (with high enrichment score and small FDR) in the Meishan > Yorkshire list of differentially expressed genes. See entire results in Additional file 2: Table S2B.

### Validations by qRT-PCR

To validate the microarray results, we chose 18 differentially expressed genes identified following the microarray analysis which have also been reported in the literature as relevant to the physiology of implantation. The qRT-PCR results are shown in Figure 2. 

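On the arrays, 10 of 15 genes of the qRT-PCR set lay toward Yorkshire and 5 toward Meishan. ABCA1 and KIT, the receptor of stem cell factor, were called. KIT had a mean signal of 139.5 in Meishan and 403 in Yorkshire, 2.89-fold greater in Yorkshire (log2 difference 1.53, SE 0.27, n = 4 gilts per breed, limma adjusted p = 0.0726).
Toward Yorkshire lay also ALOX5AP, which presents arachidonic acid to 5-lipoxygenase, with a log2 difference of 1.13 (SE 0.33, limma adjusted p = 0.185), ID2, an inhibitor of differentiation, with 2.24 (SE 0.85, 0.281), LY96, a partner of toll-like receptor 4, with 1.24 (SE 0.29, 0.132), and SLPI, a secreted inhibitor of proteases, with 1.14 (SE 0.41, 0.263).
Toward Meishan lay NMU, the neuropeptide neuromedin U, with 1.23 (SE 0.50, limma adjusted p = 0.309), RARA, a retinoic acid receptor, with 1.54 (SE 0.78, 0.409), SREBF1, a regulator of lipid synthesis, with 0.83 (SE 0.27, 0.225), and OCLN, occludin of the tight junction, with 0.36 (SE 0.22, 0.504). RARA was near background, below 64 in both breeds, at 33.6 in Meishan and 11.6 in Yorkshire. The dimmer OCLN probesets lay further toward Meishan, by 0.89 (SE 0.23, limma adjusted p = 0.152) and 1.12 (SE 0.33, 0.193), and were not called.
Of the 15, 2 passed an adjusted p under 0.1 in limma, 13 reached an unadjusted p under 0.05 and 6 had gilts that did not overlap between the breeds. The study chose these genes on the same arrays, so the array values are not independent evidence of direction, and GZMB and CD28 were not analysed here.
The KIT call was lost without any 1 gilt other than Yorkshire gilt 3 (up to 0.167 without Meishan gilt 4) and in the unmoderated linear model (0.104).

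**Figure D2:**
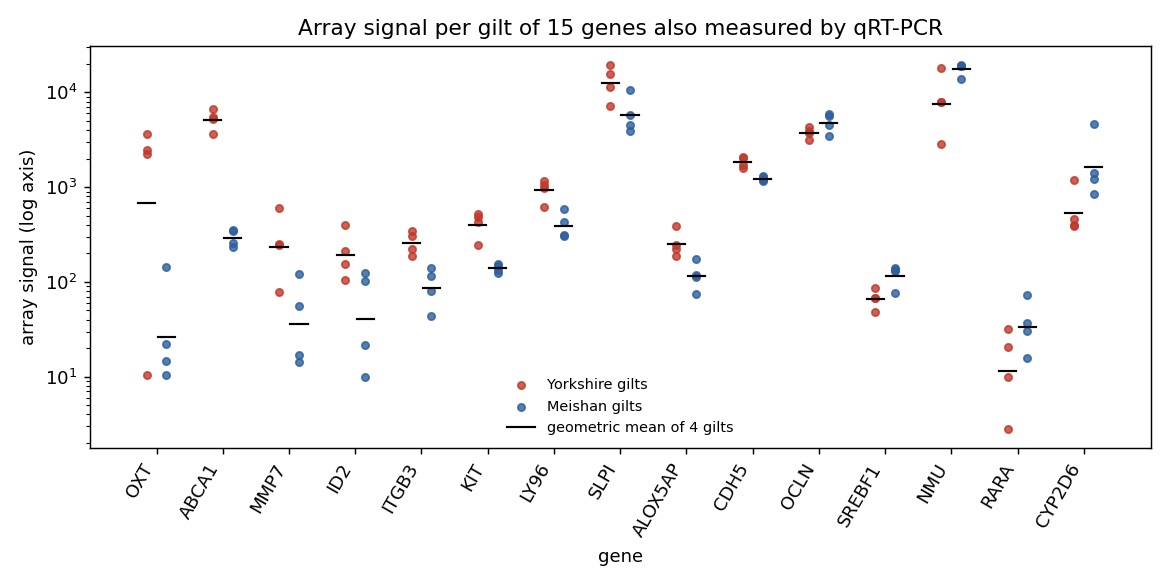
Array signal per gilt (log axis) of the 15 genes, ordered from greater abundance in Yorkshire to greater abundance in Meishan; each point is 1 of 4 gilts of a breed and each line the geometric mean of the 4. ABCA1 lies at a mean of 292 in Meishan and 5140 in Yorkshire, and 1 of the 4 Yorkshire gilts lies far below the others for OXT.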

Of the 18 genes assayed, 14 confirmed statistically significant differential expression in the same direction as the microarray data, and the remaining four genes showed the same direction of expression between microarray and qRT-PCR analyses despite not being statistically different.

**Figure 2:**
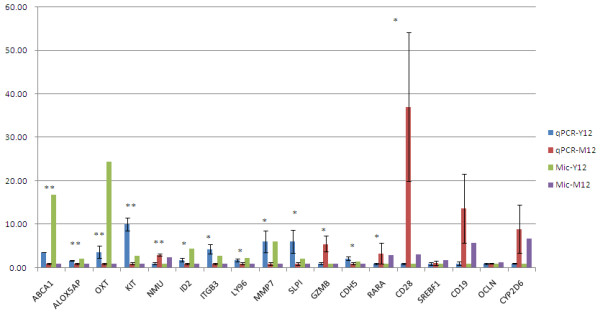
**qRT-PCR validation of genes predicted by Affymetrix GeneChip® analysis to be differentially expressed between Yorkshire and Meishan endometrium on day 12 of gestation.** Blue bars represent qRT-PCR for Yorkshire; red bars represent qRT-PCR for Meishan; green bars represent microarray results for Yorkshire; purple bars represent microarray results for Meishan. Significant differences are indicated with stars:*p < 0.05, **p < 0.01. ABCA1: ATP-binding cassette, sub-family A (ABC1), member 1; ALOX5AP: arachidonate 5-lipoxygenase-activating protein; OXT: oxytocin; KIT: v-kit Hardy-Zuckerman 4 feline sarcoma viral oncogene homolog; NMU: neuromedin U; ID2: inhibitor of DNA binding 2, dominant negative helix-loop-helix protein; ITGB3: integrin, beta 3; LY96: lymphocyte antigen 96; MMP7: matrix metallopeptidase 7; SLPI: secretory leukocyte peptidase inhibitor; GZMB: granzyme B; CDH5: cadherin 5, type 2; RARA: retinoic acid receptor, alpha; CD28: CD28 molecule; SREBF1: sterol regulatory element binding transcription factor 1; CD19: CD19 molecule; OCLN: occludin; CYP2D6: cytochrome P450, family 2, subfamily D, polypeptide 6.

### Regulatory network analysis

Identification of small molecules or proteins with a known regulatory link in the biological literature to multiple highly differentially expressed genes is of interest. To identify such sub-networks, a Sub-Network Enrichment Analysis (SNEA) was performed on the gene lists representing those greater in the Yorkshire breed and those greater in the Meishan breed. In all, 37 proteins and 10 small molecules were identified following SNEA with a p-value less than 0.05 (Additional file 3: Table S3). The most significantly enriched protein hub was regulated by RORA, retinoic acid receptor-related orphan receptor alpha (RORA; also known as nuclear receptor subfamily 2, group F, member 2 (NR2F2)) being linked to five genes that were significantly more abundant in endometrium on day 12 from Yorkshire compared to Meishan (Additional file 3: Table S3; Figure 3A). 

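Of the 5 genes linked to RORA, a nuclear receptor, CYP19A1 and ITGB4 were called and all 5 lay toward Yorkshire at the probeset used for each. CYP19A1, the aromatase that makes estrogens, had a mean signal of 135 in Meishan and 1722 in Yorkshire, 12.8-fold greater in Yorkshire (log2 difference 3.67, SE 0.28, n = 4 gilts per breed, limma adjusted p = 0.00738). ITGB4, an integrin subunit of hemidesmosomes, had a mean signal of 15.2 in Meishan and 118 in Yorkshire (log2 difference 2.95, SE 0.37, limma adjusted p = 0.0301). LAMB1, a laminin chain of basement membranes, and CEBPD, a transcription factor of the acute phase response, had log2 differences of 2.17 (SE 0.71, limma adjusted p = 0.225) and 0.75 (SE 0.20, 0.161), and OXT is the fifth. LAMB1 had a mean signal of 18.9 in Meishan and 85.3 in Yorkshire there, and its brighter probesets lay toward Meishan by 0.16 (SE 0.21) and 0.14 (SE 0.35). RORA itself had a mean signal of 76.0 in Meishan and 91.0 in Yorkshire (limma adjusted p = 0.770), with a log2 difference of 0.26 toward Yorkshire that became 0.08 toward Meishan without Meishan gilt 3. The study chose the 5 genes on these arrays, so their shared direction is not independent evidence. The called probeset was named CYP19A1 by Table S1 alone, and 4 of 5 other CYP19A1 probesets lay toward Meishan. All 5 had little signal, at most 78.5 in Meishan and below 64 in Yorkshire, so their directions are uncertain.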

Another retinoic acid receptor, NR2F1, was also highly ranked on the protein list in Yorkshire, due to a link with seven differentially expressed genes (Additional file 3: Table S3; Figure 3A).

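NR2F2, an orphan nuclear receptor, NR3C1, the glucocorticoid receptor, and APOB, the apolipoprotein of low-density lipoproteins, were among the 7 genes linked to NR2F1. Their mean signals were 1404 in Meishan and 2496 in Yorkshire for NR2F2, 184 in Meishan and 323 in Yorkshire for NR3C1 and 2742 in Meishan and 5694 in Yorkshire for APOB. The log2 differences toward Yorkshire were 0.83 (SE 0.21), 0.81 (SE 0.25) and 1.05 (SE 0.32), with limma adjusted p-values of 0.149, 0.210 and 0.197 (n = 4 gilts per breed), and another NR3C1 probeset had 0.06 toward Meishan. EGR1, an immediate early transcription factor, had 2.21 toward Yorkshire (SE 0.94, limma adjusted p = 0.331) at signals near background, 6.89 in Meishan and 31.8 in Yorkshire, while its brightest probeset had 0.34 toward Meishan (SE 0.48, limma adjusted p = 0.782) and 2 others 0.93 (SE 0.29) and 0.66 (SE 0.34) toward Yorkshire. Another probeset named NR2F2 was called, with 1.12 toward Yorkshire (SE 0.20, limma adjusted p = 0.0811), and the brightest had a mean signal of 2169 in each breed. CYP2D6 had a log2 difference of 1.58 toward Meishan at 1 probeset (SE 0.58, limma adjusted p = 0.266), while another, which Table S1 names CYP2D6 and the annotation of the array CYP2D25, was called toward Yorkshire (limma adjusted p = 0.00790) at signals below 64 in both breeds, 4.20 in Meishan and 29.6 in Yorkshire. The first had 1616 in Meishan and 540.2 in Yorkshire. Counting each gene at 1 probeset, the first given here, 6 of the 7 genes, including OXT and LAMB1, lay toward Yorkshire, 0 were called by limma and 7 reached an unadjusted p under 0.05. The study chose the 7 genes on these arrays, so this count is not independent evidence.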

**Figure 3:**
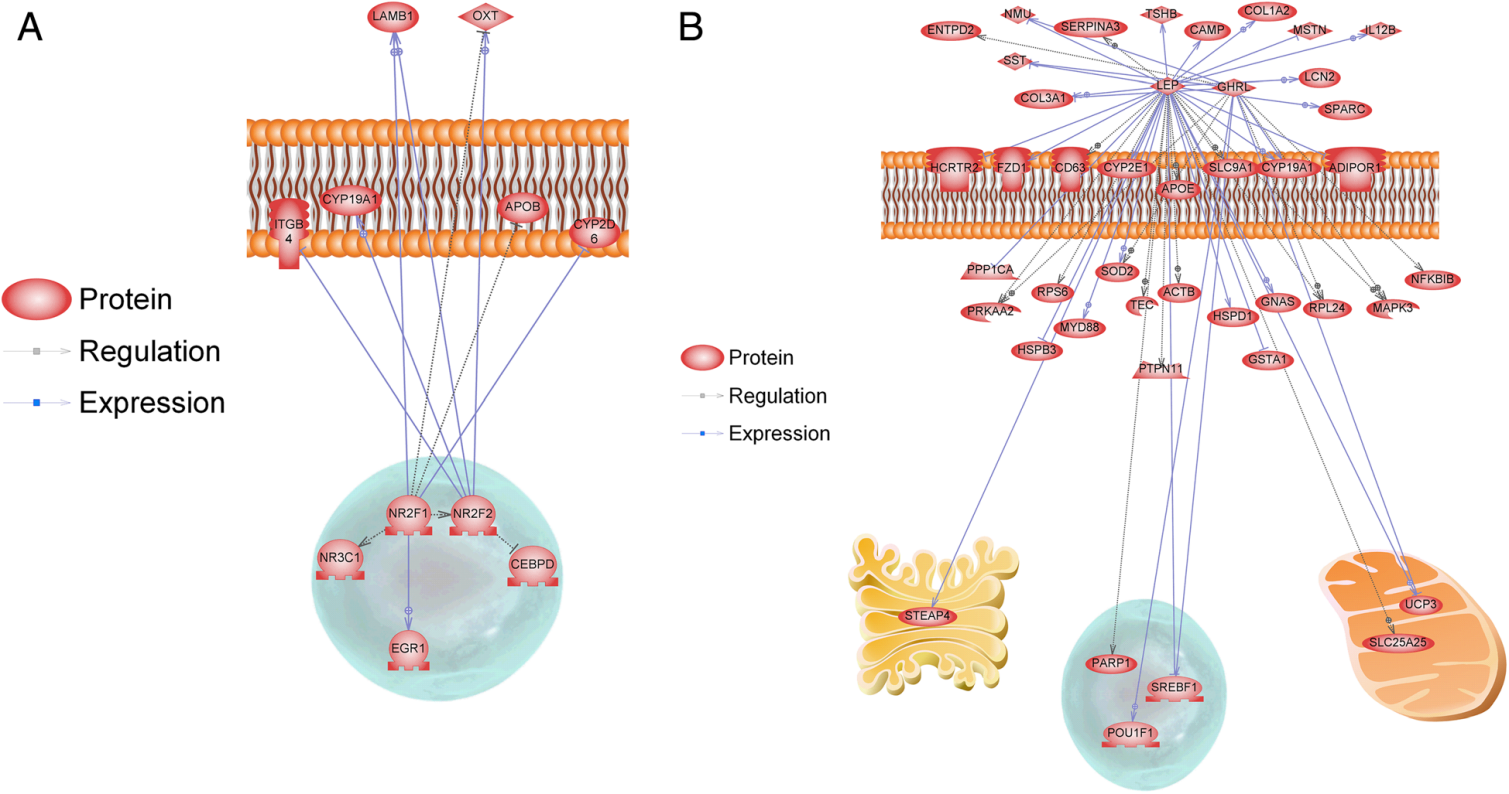
**Sub-Networks of genes regulated by proteins or small molecules created by using Sub-Network Enrichment Analysis (SNEA) software. A**. SNEAresults for RORA (NR2F2) and NR2F1, two enriched proteins using the gene list representing greater abundance for Yorkshire endometrium. **B**. SNEA analyses results for LEP and GHRL, which were enriched using the gene list representing those transcripts more abundantly expressed in the Meishan endometrium on day 12 of gestation compared to Yorkshire.

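Of 38 genes that the study linked to leptin, each taken at 1 probeset, 36 lay toward Meishan and 2, APOE and CYP19A1, toward Yorkshire, and they included hormones, carriers and immune genes. SST, the hormone somatostatin, had a mean signal of 3894 in Meishan and 431 in Yorkshire (log2 difference 3.17, SE 0.86, n = 4 gilts per breed, limma adjusted p = 0.170), and MSTN, which limits muscle growth, had a log2 difference of 1.58 (SE 0.72, limma adjusted p = 0.361). SLC25A25 had a log2 difference of 3.45 (SE 0.86, limma adjusted p = 0.148). MYD88, an adaptor of toll-like receptors, IL12B, a cytokine subunit, and CD63, a tetraspanin, had log2 differences of 1.01, 1.60 and 0.12 (limma adjusted p = 0.157, 0.266 and 0.792). MYD88 (38.7 in Meishan and 19.2 in Yorkshire) and IL12B (35.5 in Meishan and 11.7 in Yorkshire) were below 64 in both breeds, the brightest MYD88 probeset (328 in Meishan and 256 in Yorkshire) had 0.36 toward Meishan (SE 0.31), and IL12B was called without Meishan gilt 2 (2.25, limma adjusted p = 0.0186). GSTA1, a glutathione transferase, and STEAP4, a metalloreductase, had mean signals of 382 in Meishan and 76.7 in Yorkshire and of 2102 in Meishan and 509.6 in Yorkshire, and ADIPOR1, the adiponectin receptor, of 1442 in Meishan and 568 in Yorkshire, with limma adjusted p-values of 0.213, 0.336 and 0.230. The 3 other GSTA1 probesets lay toward Yorkshire, that with the lowest p by 0.67 (SE 0.20, limma adjusted p = 0.191) at 1406 in Meishan and 2234 in Yorkshire, and a probeset each of ADIPOR1 and MSTN lay toward Yorkshire by 0.17 for ADIPOR1 and 2.14 for MSTN. MSTN was below 64 in both breeds at each probeset given. Its signals were 43.9 in Meishan and 14.7 in Yorkshire where it had 1.58, and 1.61 in Meishan and 7.09 in Yorkshire where it had 2.14. APOE, an apolipoprotein, lay toward Yorkshire by 1.06 at its brighter probeset (1242 in Meishan and 2593 in Yorkshire, SE 0.24, limma adjusted p = 0.128) while its other probeset was called with greater abundance in Meishan at signals below 64 in both breeds, 45.9 in Meishan and 8.19 in Yorkshire (limma adjusted p = 0.0941). Of the 38, 2 (CPS1 in Meishan and CYP19A1 in Yorkshire) were called by limma and 30 reached an unadjusted p under 0.05. The study chose them on these arrays, so the count by direction is not independent evidence.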

Using the list representing DE genes with greater abundance in day 12 endometrium of Meishan, the SNEA identified 59 proteins and 13 small molecules (P < 0.05) as potential regulatory hubs (Additional file 3: Table S3).Of interest, leptin was linked with 38 genes involved in multiple pathways, such as solute carrier family members (SLC25A25, SLC9A1), growth factors (SST, MSTN), and immune system (MYD88, IL12B, CD63); all genes with greater abundance in Meishan endometrium. Also of interest, GHRL was linked with 13 genes more abundantly expressed in Meishan (Additional file 3: Table S3; Figure 3B).

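POU1F1, a transcription factor of the pituitary, SOD2, the mitochondrial superoxide dismutase, and UCP3, an uncoupling protein of mitochondria, had the lowest p toward Meishan among the 13 genes linked to ghrelin. The log2 differences were 3.24 (SE 0.66), 2.53 (SE 0.51) and 1.85 (SE 0.39), with limma adjusted p-values of 0.103, 0.102 and 0.107 (n = 4 gilts per breed). Their mean signals in Meishan were 52.0, 36.0 and 31.7, and in Yorkshire 5.51, 6.22 and 8.79, all below 64, the level used for detection. POU1F1 was called without Yorkshire gilt 1 (3.90, limma adjusted p = 0.0317), and a brighter SOD2 probeset, at 992 in Meishan and 1275 in Yorkshire, lay toward Yorkshire by 0.36 (SE 0.29, limma adjusted p = 0.616). PRKAA2, a catalytic subunit of AMP-activated kinase, ENTPD2, an ectonucleotidase, and MAPK3, the kinase ERK1, had log2 differences of 1.04, 0.81 and 0.54 (limma adjusted p = 0.185, 0.203 and 0.183), and PRKAA2 was called without Meishan gilt 3 (1.33, limma adjusted p = 0.0954). Of the 13 genes, 12 lay toward Meishan and CYP19A1 toward Yorkshire, 12 reached an unadjusted p under 0.05, and CYP19A1 alone was called by limma. As the study chose them on these arrays, the count is not independent evidence of direction. GHRL itself had a mean signal of 15.4 in Meishan and 11.6 in Yorkshire, with a log2 difference of 0.41 toward Meishan (SE 0.60, limma adjusted p = 0.795) that became -0.25 without Meishan gilt 2.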

## Discussion

Identifying the endometrial mechanisms and pathways contributing to reproductive success in pigs has long been a research interest [8,32]. The majority of prenatal mortality in pigs occurs before gestation day 20, particularly during the conceptus trophoblastic elongation and attachment to the uterine endometrium, beginning around day 12 of gestation [21]. Establishing the interface between the developing conceptus and the maternal endometrium involves a number of complex signaling networks. It is well known that Meishan pigs farrow 3–5 more piglets than Yorkshire [33]. A study focused on physiological differences between Meishan and Yorkshire embryos showed that *in vitro* cultured Meishan embryos had lower mitotic rate and fewer cells in day 12 conceptuses *in vivo*[34]. Morphological comparison studies revealed that variation of conceptuses diameter was smaller for Meishan pigs, indicating that Meishan conceptuses potentially develop more uniformly between days 8 and 14 of gestation [35,36]. Meishan and Yorkshire embryos transferred to Meishan uterine environment developed slower and secreted less estrogen, compared to being transferred to a Yorkshire recipient, suggesting that the recipient’s genotype was the major factor controlling embryonic growth and estrogen secretion [34]. Comparison of gene expression during physiologically important events across different breeds could enable the identification of novel pathways contributing to reproductive success in pigs. This approach has previously been utilized with the Meishan breed characterizing the ovarian gene expression networks of F2 lberian x Meishan sows [37].

The advantage of microarray analysis is the simultaneous measurement of the expression patterns of large number of genes [38], thus enabling classification of molecular characteristics of phenotypes and generating hypotheses predicting phenotypic outcomes [39]. In the pig, a number of high throughput platforms have been established for global expression profiling analysis [11,15,40-42]. In this study, we conducted a genome-wide transcriptomic analysis on uterine endometrium collected on day 12 of gestation to identify and better understand the molecular basis of differences in conceptus survival between Yorkshire and Meishan pigs. Collectively, we identified the presence of approximately 17,000 expressed transcripts in the uterine endometrium on day 12 of gestation and following statistic alanalysis identified 2656 transcripts with differentially abundance of which 1031 demonstrated 2-fold or greater difference. Following validation of the microarray results with a sub-set of 16 genes assayed with qRT-PCR, we utilized these lists to identify pathways and gene ontology terms associated with each breed by using those gene lists representing expression greater in one breed over another.

### Interpretation of gene annotation analysis: selected pathways of interest

#### Hormone genes and transcriptional activity

Oxytocin (OXT) decreases uterine receptivity in rodents, as rats treated with the OXT antagonist, atosiban, before embryo transfer had improved implantation rates [43,44]. It is of interest that we observed that OXT abundance was greater in Yorkshire compared to Meishan as assessed by both microarray and qRT-PCR. 

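Oxytocin transcript differed widely between Yorkshire gilts. The signal of OXT, the hormone of uterine contraction, was 3651, 2453 and 2217 in 3 Yorkshire gilts and 10.4 in Yorkshire gilt 3, against 144, 22.3, 10.4 and 14.5 in the 4 Meishan gilts. The mean signal was 26.4 in Meishan and 674 in Yorkshire, a log2 difference of 4.68 toward Yorkshire with an SE of 1.89 (n = 4 gilts per breed), and limma gave an adjusted p of 0.305, so OXT was not called. Yorkshire gilt 3 had a signal as low as the lowest Meishan gilt. Without Yorkshire gilt 3 the limma adjusted p was 0.0720 (log2 difference -6.68, Meishan minus Yorkshire).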

Given that mRNA expression is greater in Yorkshire, it is possible that OXT mediated biological mechanisms may exist that contribute to and/or impact conceptus attachment and interaction with the uterine endometrium.

Prostaglandin production is an important component contributing to the successful establishment of pregnancy in the pig. Expression of prostaglandin endoperoxide synthase 1 (PTGS1) and PTGS2 are substantially increased during implantation [45]. Our microarray results showed that PTGS1 was more abundant in Meishan endometrium (1.7-fold difference, q value = 0.27) whereas PTGS2 was more abundant in Yorkshire endometrium (2.6-fold difference, q value = 0.15), which is consistent with the results in Erhualian endometrium compared to large white [46]. These results indicated that higher PTGS1 may have an important role in embryo survival and attachment in Chinese breeds.

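PTGS1 and PTGS2 are the cyclooxygenases that make the precursor of prostaglandins. PTGS1 was measured by 2 probesets that lay on opposite sides. At the first its mean signal was 68.2 in Meishan and 42.1 in Yorkshire, a log2 difference of 0.70 toward Meishan (SE 0.34, 1.62-fold, limma adjusted p = 0.395), and at the second it was 52.9 in Meishan and 87.0 in Yorkshire, a log2 difference of 0.72 toward Yorkshire (SE 0.64, limma adjusted p = 0.646). PTGS2 had a mean signal of 551 in Meishan and 1109 in Yorkshire, 2.01-fold toward Yorkshire (log2 difference 1.01, SE 0.76, n = 4 gilts per breed, limma adjusted p = 0.587). None of the 3 probesets was called. Of 17 measured genes of the prostaglandin pathway, 9 lay toward Meishan and 8 toward Yorkshire (camera in limma, adjusted p = 0.842). PTGDS, a prostaglandin D synthase, had a log2 difference of 0.97 toward Yorkshire (SE 0.23, limma adjusted p = 0.130), and TBXAS1, thromboxane synthase, of 0.95 toward Meishan (SE 0.37, 0.288). PTGDS and ALOX5AP passed when adjusted over the list alone, and no gene did over all probesets.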

As shown in Additional file 2: Table S2, 157 genes expressed more abundantly in Yorkshire were clustered to the gene ontology (GO) term membrane enclosed lumen, 52 genes to GO term RNA processing, and 40 genes to GO term transcription factor binding pathway following DAVID analysis. 

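HOXA10, a homeobox transcription factor needed for uterine receptivity, had a mean signal of 498 in Meishan and 949 in Yorkshire, a log2 difference of 0.93 toward Yorkshire (SE 0.26, n = 4 gilts per breed, limma adjusted p = 0.173), and was not called. Of 27 steroid hormone receptors, cofactors and enzymes of steroid synthesis, 16 lay toward Yorkshire and 11 toward Meishan, none was called, and the set test gave an adjusted p of 0.456 (camera in limma, median log2 difference -0.18). Adjusted over the list alone, 2 passed toward Yorkshire and 1 toward Meishan. These were NCOR1, a corepressor of nuclear receptors, and HSD11B1, which activates cortisol, toward Yorkshire, and HSD17B10, a mitochondrial dehydrogenase, toward Meishan. The log2 difference of NCOR1 was 0.89 (SE 0.18, limma adjusted p = 0.101).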

Transcription factor transcripts more abundant in Yorkshire, such as HOXA10 and FOXO1, are known to be regulated by steroid hormones, including estrogen, progesterone and testosterone [47-49]. The potential that increased abundance of steroid-hormone dependent factors may be related to the greater quantity of steroid hormone secretion from Yorkshire embryos [34,50].

#### Blood vessel development

Successful apposition and attachment of pig conceptuses followed by the early formation of a placental interface requires a maternal vascular support. We observed that genes detected at a greater abundance in Yorkshire pigs are enriched for GO terms related to blood vessel development. For example, cadherin 5, type 2 vascular endothelium (CDH5) is not only an essential adhesion molecule, but also contributes to angiogenesis which regulates cell proliferation and modulates VEGF receptors [51]. 

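CDH5, the cadherin of endothelial junctions, had a mean signal of 1229 in Meishan and 1839 in Yorkshire, and the 4 Yorkshire gilts all lay above the 4 Meishan gilts (log2 difference 0.58 toward Yorkshire, SE 0.17, n = 4 gilts per breed, limma adjusted p = 0.185). Its dimmer probeset had 0.08 toward Meishan. Of 21 endothelial markers, 13 lay toward Yorkshire and 8 toward Meishan. None was called over all probesets, and 3, CLDN5, CDH5 and SELP, passed toward Yorkshire when adjusted over the list alone. The study named CDH5 and CLDN5 from these arrays, so they are not independent evidence. SELP, a selectin of activated endothelium, had a log2 difference of 0.52 (SE 0.16, limma adjusted p = 0.212), and AQP1, a water channel of vessels, of 0.56 (SE 0.23, 0.322). The set test gave an adjusted p of 0.192 (camera in limma, median log2 difference -0.13).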

The genes with greater abundance in Meishan, such as PHKA2, PRKAG3, PPP1CA, PYGL, PHKG1, CPS1 were clustered by DAVID analyses into the pathways of glycogen metabolism and glucan metabolism process.

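PPP1CA, a catalytic subunit of protein phosphatase 1, and CPS1 were called with greater abundance in Meishan. PPP1CA had a mean signal of 1774 in Meishan and 634 in Yorkshire, 2.80-fold (log2 difference 1.48, SE 0.17, n = 4 gilts per breed, limma adjusted p = 0.0183), and CPS1, which makes carbamoyl phosphate in the urea cycle, had 106 in Meishan and 16.2 in Yorkshire, the latter near background (log2 difference 2.71, SE 0.28, limma adjusted p = 0.0176). PYGL, glycogen phosphorylase of the liver, PHKA2 and PHKG1, subunits of phosphorylase kinase, and PRKAG3, a subunit of AMP-activated kinase, had log2 differences toward Meishan of 0.55 (SE 0.23), 1.15 (SE 0.35), 1.76 (SE 0.68) and 1.03 (SE 0.39), with limma adjusted p-values of 0.323, 0.202, 0.289 and 0.281. PHKG1 was below 64 in both breeds there (55.1 in Meishan and 16.3 in Yorkshire), and its other probeset had 0.31 toward Yorkshire (SE 1.14). PHKA2 had 75.2 in Meishan and 33.9 in Yorkshire there. Its brighter probesets had 0.32 (SE 0.34), 0.31 (SE 0.26) and 0.14 (SE 0.21) toward Meishan. Of 21 measured genes of glycogen and glucan metabolism, 11 lay toward Meishan and 10 toward Yorkshire, 2 were called and 3 passed toward Meishan when adjusted over the list alone. The set test gave an adjusted p of 0.396 (camera in limma), and Fisher's exact test of calls in Meishan, 2 of 21 in the list against 11 of 6744 other genes, gave p = 7.01e-04 (adjusted p = 0.0547 over 78 tests, one for each list and direction in the limma calls, none of which passed). The list includes the genes named here, chosen by the study on these arrays, and is not independent evidence of their direction. A second PPP1CA probeset (860.4 in Meishan and 408 in Yorkshire) lay toward Meishan by 1.08 (SE 0.24, limma adjusted p = 0.119), and a dimmer one that Table S1 alone names PPP1CA (31.4 in Meishan and 112 in Yorkshire) was called with greater abundance in Yorkshire (limma adjusted p = 0.0654).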

#### Cell adhesion and tight junction genes

Cell-to-cell communication through connexin protein function has been shown in porcine endometrium to be lower than in species with invasive implantation [47]. Thus endometrial cell-to-cell interaction may be involved in limiting trophoblast invasiveness, as porcine implantation is superficial, or in developing specific channels for this implantation type. Proteins such as matrix metalloproteinase (MMP) are endopeptidases that play an important role in the transient invasive property of trophoblastic cells during implantation. Expression of MMP7 was lower in human endometrium in women with repeated implantation failure compared to fertile women, indicating a potential role in human embryonic implantation, an invasive process [52]. In pigs, our qRT-PCR and microarray results show that MMP7 expression is greater in Yorkshire endometrium on day 12 of pregnancy compared to Meishan. 

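MMP7, matrilysin, a protease of epithelial glands, had a mean signal of 35.9 in Meishan and 232 in Yorkshire. The log2 difference was 2.69 toward Yorkshire (SE 0.83, n = 4 gilts per breed), and limma gave an adjusted p of 0.203, so MMP7 was not called. Single gilts had signals of 17.1, 122, 56.1 and 14.2 in Meishan and 245, 249, 604 and 78.4 in Yorkshire, and the breeds overlapped. Of 14 measured matrix metalloproteinases and their inhibitors, 8 lay toward Meishan and 6 toward Yorkshire, none was called over all probesets or adjusted over the list alone, and the set test gave an adjusted p of 0.767 (camera in limma, where the median log2 difference was 0.02 and the mean -0.29).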

Integrin beta 3 (ITGB3) protein has also been detected at porcine embryonic attachment sites on day 24 [47]. ITGB3 has been reported to be involved with signal transduction and formation of cytoplasmic focal adhesions, which was interpreted as supportive for implantation [53]. 

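ITGB3, a subunit of the vitronectin receptor, had a mean signal of 86.5 in Meishan and 258 in Yorkshire (log2 difference 1.58 toward Yorkshire, SE 0.39, 2.98-fold, n = 4 gilts per breed, limma adjusted p = 0.145). Of 23 integrins and adhesion proteins of implantation, 14 lay toward Yorkshire and 9 toward Meishan, and none was called. ITGB3 and FN1 passed toward Yorkshire when adjusted over the list alone. SPP1, osteopontin, a ligand of integrins at the attachment site, had a mean signal of 1025 in Meishan and 2327 in Yorkshire (log2 difference 1.18 toward Yorkshire, SE 0.57, limma adjusted p = 0.383), and ITGA2, a collagen receptor subunit, a log2 difference of 0.92 in the same direction (SE 0.38, 0.316). The set test gave an adjusted p of 0.435 (camera in limma, median log2 difference -0.09).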

ITGB3 transcript was in greater abundance in Yorkshire endometrium than Meishan. 

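CLDN10, a claudin that forms ion channels in the tight junction, was more abundant in Yorkshire at 1 of its 3 probesets, with a mean signal of 915 in Meishan and 2607 in Yorkshire, 2.85-fold (log2 difference 1.51, SE 0.20, n = 4 gilts per breed, limma adjusted p = 0.0363). Another had a log2 difference of 0.69 toward Yorkshire (SE 0.22) and the last 0.25 toward Meishan (SE 0.32), neither called. CLDN1, a sealing claudin, had a mean signal of 384 in Meishan and 1401 in Yorkshire (log2 difference 1.87 toward Yorkshire, SE 0.39, limma adjusted p = 0.107). CLDN5, CLDN8 and CLDN11 had log2 differences toward Yorkshire of 0.71 (SE 0.19), 1.07 (SE 0.52) and 1.74 (SE 0.64), with limma adjusted p-values of 0.170, 0.394 and 0.266. Of these 5 claudins 1 was called and 4 reached an unadjusted p under 0.05, and as the study chose them on these arrays the shared direction is not independent evidence. The limma call of CLDN10 was lost without Meishan gilt 4 (adjusted p = 0.108), and CLDN1 (2.15, limma adjusted p = 0.0941) and CLDN11 (2.40, 0.0712) were called without Yorkshire gilt 4.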

We also observed other genes expressed more abundantly in Yorkshire compared to Meishan that are annotated as members of tight junction pathways, such as Claudin (CLDN) family members (CLDN1, CLDN5, CLDN8, CLDN10, CLDN11) and tight junction protein 2(TJP2). Tight junction molecules, such as CLDN1, improved invasion activity in cancer cell lines through activation of MT1-MMP-1 and MMP-2 [54], and peak expression of claudin-4 RNA has been temporally associated with the implantation window in humans [55]. These data may suggest that development of membrane channels for specific ions, a major function of claudins, may be important to facilitate successful conceptus attachment in Yorkshire pigs.

#### Immune related pathways

We also investigated the involvement of immune related pathways in DE genes between these breeds based on the importance of immunity in early maternal: fetal interactions. Successful pregnancy requires appropriate spatio-temporal regulation of genes contributing to the immune response during the peri-implantation period. Although reports exist that aborted placentas expressed less Th2 cytokines and greater Th1 cytokines than successful pregnancies [56,57], recent literature indicated that uterine receptivity is actually promoted by a Th1 inflammatory response, whereas the Th2-humoral response facilitated pregnancy maintenance [58]. 

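Markers of T and natural killer cells were spread over both breeds, 10 of 20 toward Meishan and 10 toward Yorkshire. CD27, a costimulatory receptor of the tumor necrosis factor receptor family, had a log2 difference of 1.81 toward Meishan (SE 0.61, limma adjusted p = 0.230, and 2.42 with adjusted p = 0.0685, a call, without Meishan gilt 1), whereas CD3E, a chain of the T cell receptor complex, and PRF1, perforin, had 0.66 (SE 0.27, 0.308) and 1.68 (SE 0.66, 0.297) toward Yorkshire (n = 4 gilts per breed). None of the 20 markers was called over all probesets or adjusted over the list alone, and the set test gave an adjusted p of 0.870 (camera in limma). CD27 (26.8 in Meishan and 7.64 in Yorkshire) and PRF1 (7.36 in Meishan and 23.5 in Yorkshire) were below 64, near background, in both breeds. Of 23 genes of antigen presentation, 10 lay toward Meishan and 13 toward Yorkshire, none called (camera in limma, adjusted p = 0.814). Of 6 markers of B and plasma cells 1 was called, CD79B, a chain of the B cell receptor, with greater abundance in Meishan (log2 difference 1.23, SE 0.24, limma adjusted p = 0.0920). CD79B was chosen after its values were seen, and whether its call held without single gilts or in the alternatives was not examined. The list of B and plasma cell markers gave an adjusted p of 0.814 (camera in limma), with a median log2 difference of -0.02 and a mean of 0.15. CD28 was not analysed here.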

We observed that genes expressed more abundantly in Meishan endometrium compared to Yorkshire are annotated as functioning in immune response pathways, such as CD28, which may indicate a positive role of CD28 during implantation. CD28 expression has been significant positively correlated with Th1 cytokines expression (IL2 and INFγ) [59]. While reports on mice indicated that suppression of CD28 and other cytokines by cyclosporine A improved pregnancy rate [60], the exact involvement of CD28 in abortion was not clear. In this context, it is interesting that three peptidyl-prolylisomerases (PPIA, PPID and PPIG) are more abundantly expressed in Meishan (Additional file 2: Table S2B). 

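PPIA, PPID and PPIG are cyclophilins, which catalyse the folding of proteins at proline residues. PPIA had a mean signal of 13120 in Meishan and 10100 in Yorkshire, PPID of 1192 in Meishan and 882 in Yorkshire and PPIG of 110.3 in Meishan and 64.1 in Yorkshire. The log2 differences toward Meishan were 0.38 (SE 0.21), 0.43 (SE 0.29) and 0.78 (SE 0.29), with limma adjusted p-values of 0.441, 0.534 and 0.277 (n = 4 gilts per breed). A brighter PPIG probeset, at 404 in Meishan and 470.3 in Yorkshire, lay toward Yorkshire by 0.22 (SE 0.17, limma adjusted p = 0.600). None was called, and PPIG, at the dimmer probeset, alone reached an unadjusted p under 0.05. PPIE, another cyclophilin, had a log2 difference of 0.49 toward Yorkshire (SE 0.18, limma adjusted p = 0.265).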

Proteins in the PPI family are known to bind and potentially mediate cyclosporine A function, which in turn has been shown to improve pregnancy rate when administered at the implantation window stage in mice [61]. Thus the PPI proteins may bind to natural cyclosporine analogs impacting the immunological regulation of conceptus attachment.

While not sufficiently enriched at the level of immune annotation clustering, there were also other immune-related genes that are more highly expressed in Yorkshire in the DAVID analysis. Among these, MAPS2 may function by activating complement component factors [62] and alpha-2-macroglobin (A2M) is involved in immune cell migration in pregnancy [63]. Additionally, transferrin (TF) may be involved in removal of allergens from serum [64] and it is expressed differently in the pregnant pig compared the non-pregnant pig [65], indicating the potential role during pregnancy. Higher expression of immunity associated genes such as MAPS2, A2M and TF in Meishan compared to Yorkshire, but not the major cytokines, such as IL2 and IL10, may be suggestive that the difference between these two breeds was not as large as that between females with normal versus aborted pregnancies. However, the SNEA does indicate that genes expressed more abundantly in Meishan are linked to cytokines IL4 and IL6 (Additional file 3: Table S3).

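MASP2, a protease that starts the lectin pathway of complement, had a mean signal of 255 in Meishan and 522 in Yorkshire, A2M, a broad inhibitor of proteases, 3543 in Meishan and 5937 in Yorkshire, and TF, the iron carrier transferrin, 189 in Meishan and 881 in Yorkshire. The log2 differences toward Yorkshire were 1.03 (SE 0.27), 0.74 (SE 0.27) and 2.22 (SE 0.65), with limma adjusted p-values of 0.164, 0.268 and 0.190 (n = 4 gilts per breed), and none was called. A dimmer TF probeset lay toward Meishan by 0.95 (SE 0.45), and a dimmer MASP2 probeset toward Yorkshire by 0.61 (SE 0.21). The dimmer A2M probesets lay on opposite sides, by 0.31 toward Meishan (SE 0.32) and 0.36 toward Yorkshire (SE 0.40). IL2, a growth factor of T cells, had a log2 difference of 0.72 toward Yorkshire (SE 0.50, limma adjusted p = 0.543) and IL10, an anti-inflammatory cytokine, of 0.32 toward Meishan (SE 0.36, 0.720), at mean signals of 21.4 in Meishan and 35.3 in Yorkshire for IL2 and 82.6 in Meishan and 66.1 in Yorkshire for IL10. Of 36 complement and acute phase genes, 23 lay toward Yorkshire and 13 toward Meishan, none called over all probesets, while 5 passed toward Meishan and 5 toward Yorkshire when adjusted over the list alone (camera in limma, adjusted p = 0.687, median log2 difference -0.33). C4BPA, which restrains complement, had a log2 difference of 1.37 toward Yorkshire (SE 0.31, limma adjusted p = 0.122), and ORM1, an acute phase glycoprotein, of 1.24 toward Meishan (SE 0.32, 0.151), called without Meishan gilt 1 (1.55, limma adjusted p = 0.0524). Of 41 cytokines and receptors (camera in limma, adjusted p = 0.898, with a median log2 difference of 0.03 and a mean of -0.05) 1 was called, CCL21, with greater abundance in Yorkshire (log2 difference 2.72, SE 0.53, limma adjusted p = 0.0941). This call was lost without any 1 gilt other than Meishan gilt 4 (up to 0.199 without Yorkshire gilt 1), without further scaling of the arrays (0.114) and in the unmoderated linear model (0.140).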

### Regulatory network analysis

RORA (or NR2F2) is a transcription factor belonging to the steroid hormone receptor superfamily [66] and has been demonstrated to be expressed in human endometrium [67]. This transcription factor, as well as NR2F1, has been suggested to play an important role in mediating the cellular response to retinoic acid [68]. RORA is shown to activate hypoxia-inducible factor 1 alpha (HIF-1α) [69] and HIF-1 is an important mediator of estrogen-induced VEGF expression in the uterus [70]. The function of these networks is concordant with the conclusion from our DAVID analysis suggesting greater activation of angiogenesis at this stage in the Yorkshire breed.

Leptin is a small peptide synthesized by white adipose tissue that regulates body weight homeostasis. 

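LEP, the leptin gene, had low signals at its 2 probesets outside the controls. Its mean signal was 16.5 in Meishan and 17.6 in Yorkshire at the brighter of them (log2 difference 0.09 toward Yorkshire, SE 0.50, n = 4 gilts per breed, limma adjusted p = 0.952) and 5.64 in Meishan and 3.64 in Yorkshire at the other (log2 difference 0.63 toward Meishan, SE 0.54, limma adjusted p = 0.636). The array also carries 2 control probesets for leptin, which averaged 7.33 ± 0.19 in log2 signal in Meishan and 6.34 ± 0.42 in Yorkshire (SD, n = 4), a difference of 0.98 toward Meishan (exact permutation test, two-sided, p = 0.0286, the smallest that 4 gilts against 4 allow). The hybridization spike-in probesets differed by 0.99 in the same direction. The direction at the brighter probeset turned toward Meishan without Meishan gilt 4 (0.06), Yorkshire gilt 2 (0.08) or Yorkshire gilt 3 (0.31).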

Leptin transcript abundance was significantly higher in the endometrium of fertile women as compared to women with recurrent implantation failure [71] and thus higher Meishan expression of Leptin in our study is consistent with the prolificacy seen in this breed. Ghrelin is thought as a novel paracrine/autocrine factor expressed in endometrium and placenta that is involved in crosstalk between endometrium and embryo during embryo implantation [72], which may indicate that such intra-tissue communication is critical for implantation success.

## Conclusions

Conceptus and fetal loss during early pregnancy establishment can be a critical determinant of litter size. However, identification of molecular pathways that may contribute to successful pregnancy establishment and the formation of a fetal: maternal interface has not yet been investigated in breeds with established differences in litter size performance. In this study, the Affymetrix GeneChip® was used to compare gene expression profiles and identify associated pathways which may be differentially regulated in the uterine endometrium of Meishan and Yorkshire gilts during day 12 of gestation. The results have described the molecular portraits of uterine endometrium during the opening of the implantation window revealing differences between the Meishan and Yorkshire breeds. Our results revealed several classifications of genes participating in regulation of endometrium function during early pregnancy. Future analysis will require an exhaustive look into the protein repertoire of the uterine endometrium of the two breeds to strengthen our understanding of the relationship between the transcriptome and proteome in the uterine endometrium.

## Methods

### Animals

All animal use was performed under Iowa State University Committee on Animal Care approved protocols. Heat-check positive Yorkshire and Meishan gilts were bred twice to boars of the respective breed, 24 h apart, via natural service at their second or third estrus. Reproductive tracts were recovered immediately after slaughter at ISU using IACUC approved protocols. The gestation date was calculated from the first mating day. Endometrium was collected from 10 cm sample near junction with other uterine horn at gestation day 12. Following removal of the reproductive tract, the uterus was opened by cutting down the anti-mesometrial border and uterine endometrium was collected from all areas of the lumen and snap-frozen in liquid nitrogen. If no elongated conceptuses were observed in a bred female, tissue samples from that female were not used in the study. Uterine endometrial samples from a total of four Yorkshire and four Meishan gilts were chosen using these criteria.

### RNA preparation

Total RNA was isolated from 200 mg of tissue using the QIAGEN RNeasy kit (Cat no.714104). The DNA was removed by DNase I digestion and RNeasy mini elute kit cleanup as recommended by QIAGEN. PCR assay without reverse transcription was used to confirm that the RNA samples were absent for genomic DNA. The quantity and quality of the RNA were determined using Agilent 2100 Bioanalyzer(Agilent Technologies, Santa Clara, CA) and Nanodrop 2000 (Thermo Scientific, Wilmington, DE). RNA samples with RIN number lower than 7 or yield less than 3 μg was identified as low quality and excluded from the experiment.

### Microarray hybridization and statistical analyses

The porcine genome microarrays were purchased from Affymetrix (Cat. no. 900623; Santa Clara, CA). The Affymetrix GeneChip® Porcine Genome Array contains 23,937 probesets which represents 20,201 genes and 190 controls. The sequence information for this array was selected from public data sources including UniGene Build 28, GenBank® mRNAs. The RNA labeling, porcine gene chip hybridization, washing and signal detection were done at the GeneChip Facility, Iowa State University, Ames, IA according to the manufacturer’s instructions.

Data from .cel files were converted to gene signal files by GCOS1.2. Natural log was taken for all the raw gene signals for normalization. The SAS ANOVA analysis was used to identify differential gene expression (SAS Institute, Cary, NC). A mixed model including random effects for slide and animal was fit to the expression data for each gene using GLM procedure in SAS. The p-values were obtained for the Meishan and Yorkshire comparison. The p-values for each test were converted to q-values for false discovery rate estimation [73].

### Real-time RT-PCR

RNA samples from the eight animals which were used for the Affymetrix experiment were analyzed by quantitative reverse-transcription PCR. The reverse transcription was performed using SuperScript II Reverse Transcriptase and Oligo(dT) primer according to the manufacturer’s instructions (Invitrogen, Carlsbad, CA). All reverse transcription reactions were run along with no-template controls. The no-template controls gave non-detectable signals in all samples, confirming the high specificity of the assays. Real-time PCR was performed using Stratagene Brilliant Kit (La Jolla,CA). The sequences for probes and primers have been previously published [74]. All reactions were run in duplicate and data were normalized using the house keeping gene RPL32. The significance level was set to 0.05.

### Differentially expressed gene list analysis

#### Clustering analysis

An unsupervised learning procedure in Gene Cluster 2 software was used for the cluster analysis and used normalized LSMean values of differentially expressed genes. Hierarchical cluster analysis was done by using Cluster and TreeView software (http://rana.lbl.gov/EisenSoftware.htm). The p-value cut off used for differential expressed genes in the cluster analysis is p < 0.005 (q < 0.05).

#### Pathway studio analysis of common pathways represented by DE genes in a group

Pathway Studio 9.0 (Ariadne Genomics, Rockville, MD, US). This software was used to find common pathways determined by differentially expressed genes and subsequently gain a better insight in Yorkshire versus Meishan day 12 endometrium expression profiles. Pathway Studio is a text-mining tool that scans manuscripts and abstracts from multiple biomedical web resources to establish known relationships. We used the differentially expressed list at q < 0.01 and performed a sub-network enrichment analysis (SNEA) on the up- and down-regulated gene lists. Our analyses focused on proteins and small molecules.

### Availability of the supporting data

All Affymetrix data has been submitted to GEO database with accession number GSE46332 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=kpifaowqnjczdut&acc=GSE46332).

## Abbreviations

MAS: Marker-assisted selection; DE: Differentially expressed; M12: Meishan day 12; Y12: Yorkshire day 12 endometrium; RORA: Retinoic acid receptor-related orphan receptor alpha; NR2F2: Nuclear receptor subfamily 2, group F, member 2; LEP: Leptin; GHRL: Ghrelin; OXT: Oxytocin; PTGS1: Prostaglandin endoperoxide synthase 1; VEGF: Vascular endothelial growth factor; CDH5: Cadherin 5, type 2 vascular endothelium; MMP: Matrix metalloproteinase; ITGB3: Integrin beta 3; CLDN: Claudin; TJP2: Tight junction protein 2; PPI: Peptidyl-prolylisomerases; EPHX2: Epoxide hydrolase; TF: Transferrin; GO: Gene ontology; SNEA: Sub-network enrichment analysis.

## Competing interests

The authors have declared no competing interests.

## Authors’ contributions

TG performed the DAVID analyses, wrote the majority of the first draft of the manuscript and edited the final version. MJZ wrote part of the draft and assisted TG in making heatmap for microarray differentiation genes. MS ran the Pathway Studio analysis and provided interpretation and text for that section. LQ and DN performed the statistical analysis of the microarray data. DK and JKL performed the Q-PCR analysis. SHZ, JWR and CKT collected tissues and assisted in interpretation of the data and writing the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Microarray results. Click here for file

Additional file 2: Table S2 A and B: GO analysis pathways. Click here for file

Additional file 3: Table S3 SNEA analyses results. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

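Endometrium of 8 pregnant gilts on day 12 of gestation, 4 Meishan and 4 Yorkshire, had been hybridized to one-colour Affymetrix Porcine Genome arrays, 1 array per gilt. The deposited intensities are linear signals that the authors made with GCOS 1.2, the Affymetrix expression software, scaled so that the mean after trimming 2% of probesets at each end is 500.1 on every array. Each array holds 24123 probesets, of which 124 are controls, and the other 23999 were tested. The means of the paper's Table S1, which are natural logs, were checked against means of the natural log of the deposited signals and lay within 0.0266 of them. The paper used a mixed model in SAS with slide and animal terms and q-values. The number of arrays limits the precision of each value, and detection calls were not used here.

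Analysis used R 4.3.3 and limma 3.58.1. Signals were put on the log2 scale, each array was centred on its median over the tested probesets, and Meishan was compared with Yorkshire in a linear model with empirical Bayes moderation (prior degrees of freedom 2.09) and Benjamini-Hochberg adjustment over all tested probesets. A probeset was called at an adjusted p under 0.1, the threshold that the paper states for its q-values. The procedure was tested on simulated data with 200 changed probesets of 23999. It recovered 0 at a log2 change of 1, 63.5% at 2 (127 probesets, beside 15 false calls) and 83% at 4 (166, beside 24 false calls). It made 0 calls without change. These rates hold for that simulated share of changed probesets. In the real data the Storey estimate of the unchanged share was 0.678, so recovery there may differ and was not simulated. The lists of genes, 39 in number, were pathways, complexes and markers of cell types of the uterus and conceptus. Each gene was taken at the brightest probeset that the annotation of the array names for it, and a list was tested with camera in limma at a preset correlation of 0.01 between genes, calling lists at an adjusted p under 0.05. Calls in a list were also counted after adjustment over the list alone and compared with other genes by Fisher's exact test. With an estimated correlation in place of the preset one, no list passed. Similarity of arrays was measured by Pearson correlation and an exact permutation test over the 35 splits of 8 gilts into 4 and 4, and control probesets by an exact permutation test.

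Probesets were named from the annotation of the array (10069 with 1 symbol, 198 with several, 13732 with none), and 0 symbols changed when matched through Entrez identifiers. Genes that the paper names were taken at the probeset with the lowest p in Table S1 where it names several, and 2502 of its 2656 probesets were used. Where both sources name a probeset (989), the names differ for 220. Named in the text are the genes that the paper names (108, of which 105 had a probeset), the 10 called genes with a name and the largest fold for each breed whose gilts did not overlap and whose mean reached 64 in a breed, up to 4 genes with the lowest p in each list, and genes with opposite probesets in Table S1. The values in the paper's tables had been seen when this rule was set. NCOR1, HSD11B1, HSD17B10, CD79B and MAN2A2 lie outside this rule and were chosen after their values were seen. VEGFC, GZMB and CD28 were not analysed here, and some genes that the paper names are not reported here.

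Before the data were examined, these choices and alternatives were set: no further scaling, quantile and cyclic loess normalization, the 17076 brightest probesets, a floor of 32 on signals, an intensity trend in the prior, an unmoderated linear model, array quality weights, Storey q-values, a threshold of 0.05, the replicate number as a block, leaving out each gilt in turn, levels of 32 and 128 for detection, Spearman correlation, and for lists the estimated correlation, the mean of all probesets of a gene and names from both sources. Replicate numbers did not pair the gilts (correlations of deviations between gilts of the same number -0.0561, 0.089, 0.001 and 0.0407), so the block serves only as an alternative. The qRT-PCR measurements, the network analysis and the ontology terms of the paper were not repeated.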

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

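The comparison of sibling probesets with names from Table S1 was chosen after the result without them was seen, the test of the ribosomal list over splits of the gilts after the list had passed but before its splits were seen, and the comparison of its set test over the splits after they were seen. The hybridization spike-in probesets (bioB, bioC, bioD, cre), which the paper does not report on, were brighter on the Meishan arrays by 0.99 on the log2 scale (27 of 27 probesets), the poly-A spike-ins (dap, thr, phe, lys, trp) by 0.67 (40 of 42 probesets, exact permutation test, two-sided, p = 0.0286) and the leptin control probesets by 0.98, with no overlap between the gilts of the breeds in any of the 3.

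In 26 of 402 groups of 4 gilts (a gene or a list mean in a breed) 1 gilt stood far from the other 3, where chance gives 20.1, with 9 of them in Meishan and 17 in Yorkshire. The values below are the gap to the nearest gilt as a share of the range of the 4. In Yorkshire gilt 1 they were 0.848 for AMOTL1 and 0.95 for PTGDS. In Yorkshire gilt 2 they were 0.873 for RPL14, 0.88 for NFKBIB, 0.953 for the mean of the glycogen list and 0.831 for that of the prostaglandin list. In Yorkshire gilt 3 they were 0.915 for OXT, 0.953 for EGR1, 0.862 for MYD88 and 0.848 for CYP2C49. In Yorkshire gilt 4 they were 0.831 for CYP2D6, 0.832 for PPID, 0.843 for TF, 0.953 for APOE, 0.833 for SERPINA3, 0.849 for AQP1 and 0.911 for the mean of the complement list. In Meishan gilt 1 the value was 0.87 for RPL36A. In Meishan gilt 2 they were 0.899 for NMU, 0.852 for GHRL, 0.904 for IL12B, 0.837 for PCDH11X, 0.875 for IRF9 and 0.86 for CYP11A1. In Meishan gilt 3 the value was 0.91 for SREBF1, and in Meishan gilt 4 it was 0.842 for AKAP8L.

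Cytosolic ribosomal protein genes lay toward Meishan by a median of 0.30 on the log2 scale, and chance is left open as its source. Of 35 splits of the gilts 1, the real one (0.275), gave a list mean as large (highest other 0.244), but the list was picked from 39 because it passed, and 3 of the 35, the real one included, had a set test p as low. Brightness-dependent scaling between the arrays remains open, since non-ribosomal genes of the same brightness had a median of 0.269 over 1000 matched sets (0.241 to 0.297), above 0.152, the bound that a rule fixed before the test gives for this ribosomal median, and quantile normalization took the ribosomal median to -0.01, whereas cyclic loess normalization, which also acts by brightness, left it at 0.16 with the list still past the set test (camera in limma, adjusted p = 0.0196). The spike-in shift, which stayed at 0.93 with quantile normalization and is present in the dimmer poly-A and leptin controls too, is not shown to depend on brightness. A breed difference in ribosomal protein transcripts remains open as well and may add to any shift that brightness gives.

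Probesets of one gene lay in opposite directions, as for APOE (2.49 at signals below 64, 45.9 in Meishan and 8.19 in Yorkshire, and -1.06 at 1242 in Meishan and 2593 in Yorkshire, on the log2 scale, Meishan minus Yorkshire) and MAN2A2 (3.36, also below 64 in both breeds, and -0.24), the second of which was chosen after its values were seen. Among called probesets with a 4-fold or larger difference, 2 of 4 sibling probesets differed in the same direction (50%, exact 95% interval 6.76 to 93.2), too few to decide. With names from the part of Table S1 used, 14 of 30 did (46.7%, interval 28.3 to 65.7), near the even share that wrong or variant probesets would give, but these names cover only probesets the study had called on the same arrays, so this value was not used as a verdict. Breed variants or wrong annotation under single probesets thus cannot be told apart from transcript differences here. Among 864 pairs in which 1 probeset reached an unadjusted p under 0.05, 598 (69.2%) went the same way, so named probesets are not unrelated as a whole.

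Conceptus trophectoderm markers (17 of 25 toward Yorkshire, median -0.26) and endothelial markers (13 of 21, median -0.13) lay toward Yorkshire, and a different share of conceptus or vessel cells in the samples was tested as the source. The trophectoderm list includes APOB and CYP19A1, genes chosen by the study on these arrays, but at other probesets, below 64 in both breeds. Neither list passed the set test (camera in limma, adjusted p = 0.192 and 0.192), but a test that misses its threshold excludes nothing, although the bound written before the test said so, and both medians lie on the side that a greater share in Yorkshire needs. The trophectoderm list did pass with quantile normalization (camera in limma, adjusted p = 0.0291, median -0.44), cyclic loess normalization (0.0196, -0.46), both sources of names (0.0472) and without Meishan gilt 3 (0.0252), and had 0.948 with an estimated correlation. TFAP2C, a transcription factor of trophoblast, had 3.07 toward Yorkshire (limma adjusted p = 0.105, mean signals 6.07 in Meishan and 51.0 in Yorkshire), and was called without Meishan gilt 3 (3.65, limma adjusted p = 0.0562), while APOA1, a secreted apolipoprotein, had 0.53 (SE 0.21) in the same direction at 6078 in Meishan and 8759 in Yorkshire. The share of these cells and a breed difference in the genes themselves cannot be told apart with these values.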

How the results depend on the processing

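None of the alternatives was chosen after its result was seen, and the causes of the changes were not tested. The counts of called probesets, of those with greater abundance in Meishan, in Yorkshire, with a 2-fold and with a 1.5-fold difference were 642, 256, 386, 418 and 642 among the 17076 brightest probesets, 863, 381, 482, 363 and 697 with a floor of 32, 626, 225, 401, 451 and 623 with an intensity trend, 497, 247, 250, 421 and 497 with array weights, 632, 314, 318, 516 and 632 with Storey q-values, 60, 22, 38, 60 and 60 at an adjusted p under 0.05 and 0 in all 5 with the replicate block. The 2-fold count was 125 in the unmoderated linear model. The number of called probesets was within 1.5 times the main count with no further scaling (212), quantile (239) and cyclic loess normalization (215) and the unmoderated model (227). Without 1 gilt the 5 counts ranged over 72 to 205, 29 to 104, 43 to 101, 72 to 205 and 72 to 205. With no further scaling 108 probesets had greater abundance in Meishan and 104 in Yorkshire, so the breed with more of them changed.

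Of 179 named probesets, 27 were called. All 27 lost the call with the replicate block and 10 at the stricter threshold, 8 in the unmoderated model, 3 with the floor, 2 with no further scaling and 1 with cyclic loess. Calls were gained by 35 with the floor, 33 with the trend, 25 among the brightest, 22 with Storey q-values and 14 with weights. Gains were 8 in the unmoderated model, 4 with quantile normalization, 2 with no further scaling and 2 with cyclic loess. Leaving out 1 gilt lost from 7 calls (without Meishan gilt 1 or 2) to 12 (without Meishan gilt 4). It gained from 0 (without Meishan gilt 4 or Yorkshire gilt 2) to 5 (without Meishan gilt 1 or Yorkshire gilt 4). Called direction reversed in none. Among genes not called, quantile normalization turned RPL10 to -0.083, RPL11 to -0.0043, RPL17 to -0.0022, RPS2 to -0.10, EEF2 to -0.0526, COL1A2 to -0.0385 and RBP4 to -0.0751 (log2, Meishan minus Yorkshire), and SERPINA3, whose signals lie under the floor, came to 0 with it. Leaving out 1 gilt gave -0.44 to 0.08 for RORA, -0.48 to 0.31 for LEP and -0.25 to 0.68 for GHRL, with turns for RORA without Meishan gilt 3 (0.0836), for GHRL without Meishan gilt 2 and for LEP without Meishan gilt 4 or Yorkshire gilt 2 or 3.

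Adjusted p-values of lists (camera in limma) moved as follows. The ribosomal proteins had 0.826 with quantile normalization, where the median turned, 0.0196 with cyclic loess normalization, where the median fell to 0.16 from 0.30, 0.948 with an estimated correlation, as had cell cycle, and 4.34e-13 to 7.19e-07 without 1 gilt. Protein folding had 0.0206 with no further scaling, 0.0133 with quantile and 0.0191 with cyclic loess normalization, 0.0136 among the brightest, 0.0498 with the floor, 0.0186 with the trend, 0.0417 with weights, 0.0169 with the block, 0.0309 with the mean of probesets, 0.0472 with both sources of names and 0.00128 to 0.379 without 1 gilt. Angiogenesis had 0.0309 with the mean of probesets, 0.0472 with both sources and 0.0235 to 0.440 without 1 gilt. Trophectoderm markers had 0.0291 with quantile, 0.0196 with cyclic loess normalization, 0.0472 with both sources and 0.0252 to 0.472 without 1 gilt. The range without 1 gilt was 6.74e-05 to 0.659 for interferon response, 1.44e-04 to 0.118 for cell cycle and 0.0390 to 0.680 for immediate early genes. In the other 32 lists each setting stayed on the side of the threshold of the main result. The separation of the breeds was 0.0147, 0.0147 with no further scaling, 0.0141 with quantile and 0.0126 with cyclic loess normalization, 0.0143 with Spearman correlation and 0.0245 among the brightest, each with the smallest p that 35 splits allow, while the tree parted the breeds in all but the 17076 brightest probesets. Array signal below 64 is near background, and differences there rest on few intensity units.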

Differences from the paper's values

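The paper counts 2656 probesets called at q under 0.1, against 218 here in limma, at the same threshold on the adjusted p. Of these the paper gives 1372 for greater abundance in Meishan, against 97 here, and 1284 for Yorkshire, against 121 here. With at least a 2-fold difference the paper gives 1031 probesets called, against 209 here, 590 for Meishan, against 92, and 441 for Yorkshire, against 117. With at least a 1.5-fold difference the paper gives 1860, against 218 here, 976 for Meishan, against 97, and 884 for Yorkshire, against 121. No alternative set before the data were examined brings any of these 9 counts within 1.5 times the paper's, the nearest total being 863 with a floor of 32. For ABCA1 the paper's mixed model gave an unadjusted p of 4.2e-13. The unmoderated linear model gave 2.1e-06 here and limma 1.4e-07, so for this gene the p-values already differ before any threshold. The paper's model was not rebuilt, and the cause of the gap was not tested.

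PTGS1 was measured at a pair of probesets and the paper does not say which it reports. The paper gives a 1.7-fold difference toward Meishan with q = 0.27. At the probeset brighter in Yorkshire the ratio of Meishan to Yorkshire was 0.608 (limma adjusted p = 0.646), and none of the alternatives set beforehand closes this gap, while the other probeset gave 1.62-fold toward Meishan (limma adjusted p = 0.395), values that do not differ from the paper's by more than 1.5 times. For PTGS2 the paper gives q = 0.15, against a limma adjusted p of 0.587, and none of them closes the gap, while the fold does not differ.

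Of the 96 genes that the paper names and lists in the part of Table S1 used, the paper calls 96. Here 8 were called in limma and 78 reached an unadjusted p under 0.05. All 96 had the direction of Table S1 at that probeset, but its means come from the same signals, so this is not independent evidence. The paper's leptin, ghrelin and NR2F1 networks place APOE, CYP19A1 or CYP2D6 in the other direction, as given below. Further genes of the 96 were called with a floor of 32 (20), an intensity trend (19), the 17076 brightest probesets (14), Storey q-values (12), array weights (7) and the unmoderated linear model (6), and without Meishan gilt 1 (1), 2 (2) or 3 (1) or Yorkshire gilt 1 (1), 3 (2) or 4 (3).

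The paper states in its discussion that MASP2 (written MAPS2), A2M and TF were higher in Meishan, and in an earlier sentence of the same section that such genes were higher in Yorkshire. The log2 differences here, Meishan minus Yorkshire, were -1.03, -0.74 and -2.22, while dimmer probesets had 0.31 and -0.36 for A2M and 0.95 for TF. It states that leptin was higher in Meishan, where LEP had -0.09 at the brighter probeset and 0.63 at the other, and the 2 leptin control probesets had 0.98, beside 0.99 for the hybridization spike-ins. Of the 38 genes it links to leptin as greater in Meishan, 36 lay toward Meishan here and APOE and CYP19A1 did not at the probeset used, and the same holds for CYP19A1 among the 13 genes linked to ghrelin. Other probesets that Table S1 names for these genes lay toward Meishan, 1 of APOE (2.49) and 3 of CYP19A1 (1.29, 2.31 and 1.83), each below 64 in Yorkshire, so this gap depends on the probeset taken. Of the 7 genes it links to NR2F1 as greater in Yorkshire, 6 lay toward Yorkshire and CYP2D6 did not at the probeset used, while the other probeset that Table S1 names CYP2D6 was called toward Yorkshire at signals below 64 in both breeds (limma adjusted p = 0.00790), so this gap too depends on the probeset taken.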

Other observations

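The tests of lists over splits of the gilts were chosen after the list results were seen but before those of the splits. Of 27 cell cycle genes, 21 lay toward Meishan (median log2 difference 0.38, camera in limma, adjusted p = 0.0115, and adjusted p = 0.948 with an estimated correlation), 1 was called and 6 toward Meishan and 1 toward Yorkshire passed when adjusted over the list alone. AURKB, a kinase of chromosome segregation, was more abundant in Meishan (log2 difference 1.07, SE 0.18, mean signals 352 in Meishan and 167 in Yorkshire, limma adjusted p = 0.0692), a call lost without any 1 of the 8 gilts. UBE2C, which drives the exit from mitosis, and PTTG1, securin, had log2 differences of 0.94 and 1.17 toward Meishan (limma adjusted p = 0.129 and 0.129), and PLK1, a mitotic kinase, had 1.50 toward Yorkshire at signals below 64 in both breeds, 18.9 in Meishan and 53.6 in Yorkshire (0.169, and 1.87 with 0.0902, a call, without Meishan gilt 2). Chance cannot be excluded for the mean of the list, as 8 of 35 splits of the gilts gave a mean difference as large as the real 0.322 (highest other 0.537), and without Meishan gilt 4 the adjusted p was 0.118 (camera in limma).

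Interferon response genes lay mostly toward Yorkshire, 24 of 30 (median log2 difference -0.27, camera in limma, adjusted p = 0.192, and 0.948 with an estimated correlation), with none called. TAP1, a peptide transporter of antigen presentation, RSAD2, viperin, and IRF9, a component of the interferon signal, had log2 differences of 1.41, 1.15 and 0.78 toward Yorkshire, and ISG20, an exonuclease, had 1.26 toward Meishan. The list passed without Meishan gilt 2 (adjusted p = 6.74e-05 in limma) or Yorkshire gilt 1 (0.00441). Immediate early genes gave 16 of 25 toward Yorkshire (adjusted p = 0.386 in limma, 0.0390 without Meishan gilt 1 and 0.948 with an estimated correlation). IHH, a signal of the luminal epithelium, had 0.99 and SLC1A1, a glutamate carrier, 1.40 toward Meishan, from the list of responses to conceptus estrogen (15 of 26 genes toward Meishan, adjusted p = 0.529 in limma) and that of glucose and amino acid transporters (13 of 21, 0.561). ELOVL6, a fatty acid elongase, had 1.55 toward Yorkshire at its brightest probeset and 0.16 toward Meishan at another (limma adjusted p = 0.106, called without Yorkshire gilt 4, 1.78 and adjusted p = 0.0907), while 12 of 18 genes of cholesterol and lipid synthesis lay toward Meishan (adjusted p = 0.814 in limma, median log2 difference 0.12, mean -0.21).

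The remaining lists did not pass (camera in limma). The number of genes toward Meishan and the adjusted p were 33 of 57 and 0.814 for mitochondrial ribosomal proteins, 32 of 57 and the same p for oxidative phosphorylation, 14 of 29 and 0.972 for the proteasome, 8 of 16 and 0.610 for the retinoid pathway and 9 of 17 and 0.816 for adherens and desmosome junctions. For cell types they were 13 of 25 and 0.847 for macrophages and dendritic cells, 5 of 10 and 0.687 for granulocytes and mast cells, where KIT was called in Yorkshire, 3 of 16 and the same p for smooth muscle, 11 of 22 and 0.767 for stromal fibroblasts, 5 of 10 and the same p for platelets and clotting, 4 of 5 and 0.816 for red blood cells, 8 of 19 and 0.814 for epithelium and 8 of 17 and the same p for glandular secretions (median log2 difference -0.03, mean 0.01).

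For the number of called probesets 1 of 35 splits of the gilts, the real one, called as many (218, highest other 4). This argues against chance but does not exclude it, as 1 is the smallest count that 35 splits allow. Splits that mix the breeds also hold any breed difference within their groups, which may lower their counts. For the number of lists past the set test chance remains open, as 30 of 35 splits passed at least as many as the real split (2, highest other 14). The cause was not tested, and no list passed with an estimated correlation. That correlation between genes was 0.39 for ribosomal proteins, 0.45 for protein folding and 0.24 for cell cycle, against the preset 0.01. Over the lists it ranged from -0.07 for red blood cells to 0.70 for the proteasome. Where it exceeds the preset one, the set test p-values may be too low and are not graded evidence.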
